# Inference of Transcription Regulatory Network in Low Phytic Acid Soybean Seeds

**DOI:** 10.3389/fpls.2017.02029

**Published:** 2017-11-30

**Authors:** Neelam Redekar, Guillaume Pilot, Victor Raboy, Song Li, M. A. Saghai Maroof

**Keywords:** phytic acid, soybean seed development, *myo*-inositol metabolism, unsupervised machine learning, gene regulatory network

## Abstract

A dominant loss of function mutation in *myo*-inositol phosphate synthase (*MIPS*) gene and recessive loss of function mutations in two multidrug resistant protein type-ABC transporter genes not only reduce the seed phytic acid levels in soybean, but also affect the pathways associated with seed development, ultimately resulting in low emergence. To understand the regulatory mechanisms and identify key genes that intervene in the seed development process in low phytic acid crops, we performed computational inference of gene regulatory networks in low and normal phytic acid soybeans using a time course transcriptomic data and multiple network inference algorithms. We identified a set of putative candidate transcription factors and their regulatory interactions with genes that have functions in myo-inositol biosynthesis, auxin-ABA signaling, and seed dormancy. We evaluated the performance of our unsupervised network inference method by comparing the predicted regulatory network with published regulatory interactions in *Arabidopsis*. Some contrasting regulatory interactions were observed in low phytic acid mutants compared to non-mutant lines. These findings provide important hypotheses on expression regulation of *myo*-inositol metabolism and phytohormone signaling in developing low phytic acid soybeans. The computational pipeline used for unsupervised network learning in this study is provided as open source software and is freely available at https://lilabatvt.github.io/LPANetwork/.

## Introduction

Seed development is a complex metabolic process, which involves both synthesis and breakdown of macromolecules for growth and maintenance of the embryo (Weber et al., 2005; Le et al., 2007). During seed development, glucose-6-phosphaste is converted to myo-inositol, an intracellular signaling molecule, which is phosphorylated several times to form phytic acid (Raboy, 1997). Seeds with reduced phytic acid content are commercially more valuable because consumption of low phytic acid seeds by monogastric animals alleviates mineral deficiency and reduces phosphorus pollution from animal waste (Raboy, 2007). Mutations that block the phytic acid biosynthesis pathway have been shown to alter the seed metabolite levels in soybean, rice, maize, and other plant species (Wilcox et al., 2000; Shi et al., 2003, 2005; Stevenson-Paulik et al., 2005; Raboy, 2007; Glover, 2011; Jervis et al., 2015). For example, a mutation in *myo-*inositol phosphate synthase (*MIPS*) gene results in reduced phytic acid, stachyose, raffinose, and elevated sucrose, and low seed emergence in soybean (Hitz et al., 2002; Saghai Maroof and Buss, 2008). Other non-biosynthetic pathway genes such as multi-drug resistance protein (*MRP*) genes encoding ATP-binding cassette transporters that are believed to be involved in the transport of phytic acid to storage vacuoles, are also known to regulate phytic acid levels and affect seed emergence (Shi et al., 2007; Nagy et al., 2009; Saghai Maroof et al., 2009; Xu et al., 2009; Jervis et al., 2015).

Transcriptome analysis is a valuable tool for the characterization of the regulatory networks that mediate this complex interaction. The expressions of genes involved in the metabolic activities in seeds are tightly regulated by the synergistic action of many transcription factors and other regulatory genes (Weber et al., 2005; Le et al., 2007). Two independent studies, one with barley low phytic acid (*lpa*) mutant, and another with soybean *mips1/mrp-l/mrp-n* (‘*3mlpa*’) triple mutant have reported the effect of *lpa* mutations on the transcriptomic profiles of developing seeds (Bowen et al., 2007; Redekar et al., 2015). The differential expression of transcription factor genes such as WRKY and CAMTA (Calmodulin-binding Transcription Activator), was linked to phytic acid biosynthesis pathway, suggesting a complex regulatory mechanism (Redekar et al., 2015). Association of WRKY transcription factors and Ca^2+^ binding activity with inositol metabolism was also confirmed by another independent study with maize low phytic acid breeding line Qi319 (Zhang et al., 2016). Zhang et al. (2016) also identified ABC transporter gene candidates associated with low phytic acid phenotype in maize using co-regulatory network. In this article, we focus on the discovery of transcription regulatory networks to further investigate the inositol metabolism in soybean.

One type of the widely applied method of network inference is the use of Pearson Correlation Coefficient or related methods for data analysis (Langfelder and Horvath, 2008; Bassel et al., 2011; Li et al., 2012). Although such correlation analyses can cluster genes with similar functions, the resultant networks do not predict the direction of gene regulation. Many other approaches, such as mutual information (Faith et al., 2007), partial correlation (Faith et al., 2007), random forest (Huynh-Thu et al., 2010), and least angle regression (LARS) (Haury et al., 2012), have been developed to perform inference of directed gene regulatory networks. For well-characterized model organisms such as *Arabidopsis*, known interactions from ChIP-chips or ChIP-seq experiments can be used as prior knowledge in supervised machine learning approaches (Maetschke et al., 2014; Ni et al., 2016). However, for biological systems where little prior information is available, such as in soybeans, unsupervised methods have to be used for network inference. In particular, three methods including co-expression analysis (Bassel et al., 2011), decision trees (Zhu et al., 2013) and mutual information (Gonzalez-Morales et al., 2016) have been successfully applied to identify functional networks in *Arabidopsis* and soybean seeds. With numerous inference methods available, it has been found that congregating the prediction results from multiple methods (so-called “community-based method”) improves the prediction accuracy as compared to any individual method (Marbach et al., 2012).

In this study, we performed computational inference of gene regulatory networks in low phytic acid mutants and the corresponding non-mutant soybean seeds from time course transcriptomic data. In addition to previously published RNA-seq data (Redekar et al., 2015), we generated new RNA-seq data of developing seeds using a pair of soybean isogenic lines, one carrying the *mips1* mutation (‘*1mlpa*’) and the other the corresponding wild type allele. We implemented a computational pipeline for unsupervised gene regulatory network inference using five different methods: ARACNE (Margolin et al., 2006), Random Forest (Huynh-Thu et al., 2010), LARS (Haury et al., 2012), partial correlation (Schafer and Strimmer, 2005b), and context likelihood relatedness (CLR) (Faith et al., 2007). To improve computational efficiency and interpretability of the inferred network, we adopted the widely used module network approach by which genes were grouped into co-expression modules and inference of gene regulation was performed between transcription factors and gene modules (Segal et al., 2003). We found that many gene modules included genes with meaningful biological functions and some gene modules showed genotype-specific expression patterns. We identified several transcription factors that were differentially expressed between developmental stages and some of the inferred regulatory interactions were specifically found in mutants or non-mutants. Genes involved in phytic acid metabolism and related metabolic processes were found in multiple modules and were predicted to be regulated by different transcription factors. For validation, the predicted interactions were compared with known regulatory interactions observed in the model plant species, *Arabidopsis thaliana*. These findings provide important hypotheses on expression regulation of *myo*-inositol metabolism, and phytohormone signaling in developing *lpa* soybeans. The computational method for inferring regulatory networks is freely available at https://lilabatvt.github.io/LPANetwork/. This method can be used to perform network inference using time series data from soybean or any other crop species.

## Materials and methods

### Genetic materials

Four soybean experimental lines designated as: (i) *3mlpa*, (ii) 3MWT, (iii) *1mlpa*, and (iv) 1MWT were used in this study (Figure 1). The *lpa* mutant line, ‘*3mlpa*’, carrying three mutations *mips1/mrp-l/mrp-n*, and its non-mutant sibling line with normal phytic acid, ‘3MWT’, were derived from crossing of ‘CX-1834’ (*lpa* line with two *mpr-l/mrp-n* mutations on soybean chromosomes 19 and 3, respectively) with ‘V99-5089’ (*lpa* line with single *mips1* mutation) (Saghai Maroof et al., 2009). The low phytic acid causing mutations in the parental lines have been mapped to genes Glyma.11G238800 (MIPS1), Glyma.19g169000 (MRP-L), and Glyma.03g167800 (MRP-N) (Saghai Maroof et al., 2009). Another *lpa* line, ‘*1mlpa*’, carrying a single *mips1* mutation on soybean chromosome 11, and its isogenic sibling line with normal phytic acid, ‘1MWT’, were derived from crossing of ‘Essex’ (a normal phytic acid line with no mutations) with V99-5089 (Saghai Maroof and Buss, 2008; Glover, 2011).

**Figure 1:**
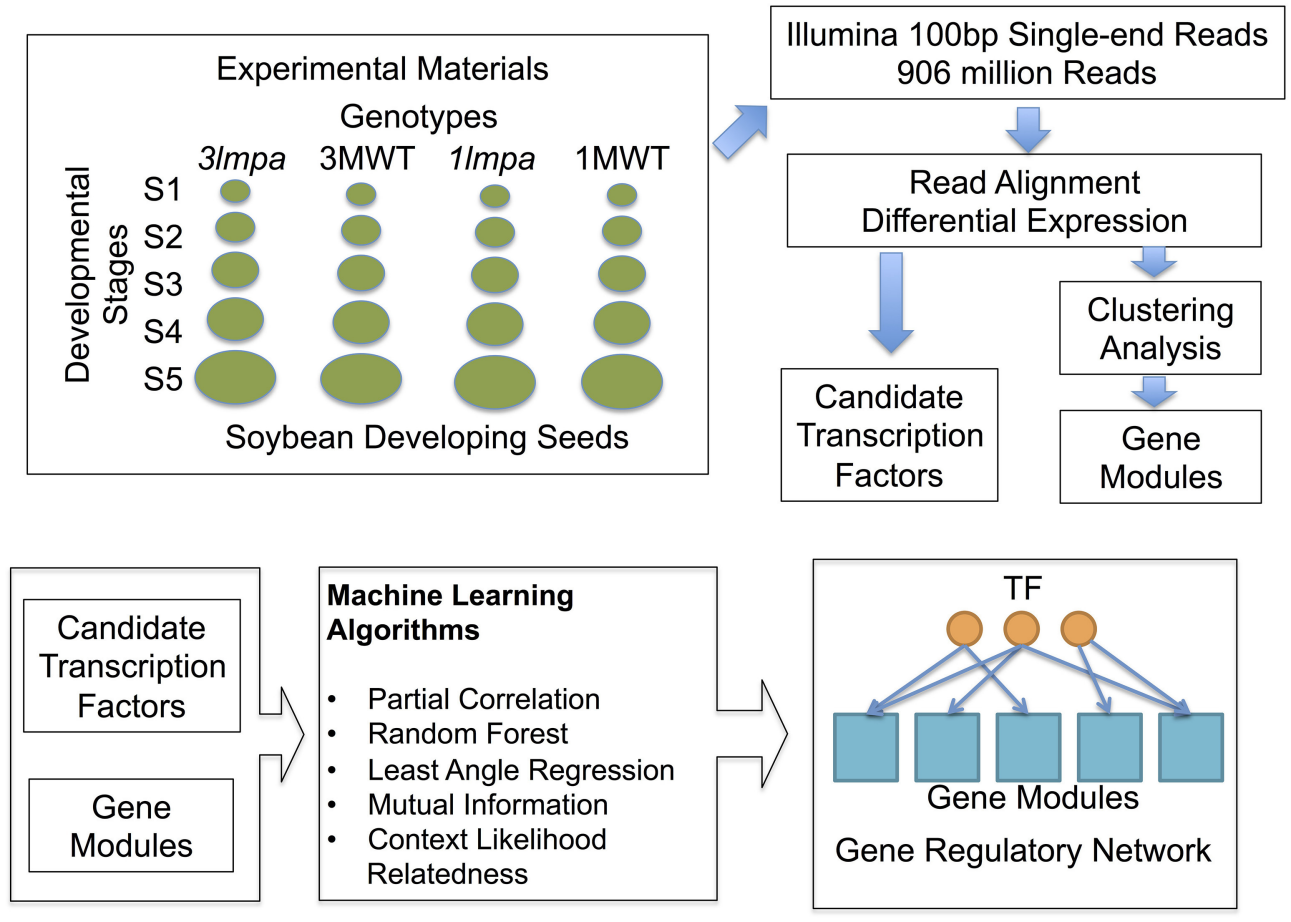
Experimental design and computational pipeline. Samples used in this study include both published (Redekar et al., 2015) and newly generated data. Differential expression analysis and clustering analysis were used to produce the initial candidate genes and gene modules. Machine learning algorithms were used to construct gene regulatory networks.

### Plant growth and tissue sampling

Four seeds from each of experimental lines—*3mlpa*, 3MWT, *1mlpa*, and 1MWT, were planted in each of 12 pots containing Metro-Mix^®;^ 360 (Sun Gro) media topped with GardenPro ULTRA_LITE_ soil (Redekar et al., 2015). These plants (48/line) were grown in growth chambers with 14 /10 h photoperiod, 24°C/16°C temperature, 300–400 μE light and 50–60% relative humidity. Developing seeds were sampled in triplicates for each experimental line based on seed lengths corresponding to 2–4 mm (S1), 4–6 mm (S2), 6–8 mm (S3), 8–10 mm (S4), and 10–12 mm (S5), respectively. Samples were flash frozen using liquid nitrogen and stored at −70°C. High-quality total RNA (RIN 9–10) was extracted from frozen samples using RNeasy Plant Mini Kit, with on-column DNase digestion (QIAGEN). Total of 60 mRNA libraries were prepared from total RNA samples and sequenced as 100SE using HiSeq2000 at the Genome Quebec Innovation Center, Canada.

### Sequence data processing and differential gene expression

Reads were aligned to the latest soybean reference genome (‘Williams 82’ Wm82.a2.v1, downloaded from Phytozome^1^ with STAR (version 2.4.2) and number of reads mapped to each gene was counted using featureCount (version 1.4.6). Differential gene expression was analyzed using DESeq2 (version 1.8.2) in R (version 3.2.4). Four genotypes, *3mlpa*, 3MWT, *1mlpa*, and 1MWT, were analyzed in this data. For each pair of mutant and corresponding non-mutant, stage-wise comparison was performed to identify differentially expressed genes for each stage (Supplementary Figure 1A) (Redekar et al., 2015). For each genotype, between-stage comparisons were performed to identify differentially expressed genes between adjacent developmental stages (Supplementary Figure 1B). These analyses were performed using DESeq2 with default parameters. Between-stage comparisons and stage-wise comparisons address different type of biological question. Between-stage comparisons find genes that change between stages, but do not directly identify genes that are affected by mutations. Stage-wise comparison, on the other hand, directly finds genes that change between mutant and non-mutant lines, but does not find genes with interactions. Differentially expressed genes were the genes with FDR adjusted *p* < 0.01 and log_2_ fold change >1. Differentially expressed genes and their log_2_ fold changes are provided as Supplementary Tables 1–3. RNA-Seq data used in this study have been deposited into the NCBI Gene Expression Omnibus (GEO) repository under accession number GSE101692.

### Inference of gene regulatory networks

#### Expression clustering, gene ontology, and gene function analysis

Gene expression levels for each gene were normalized using DESeq2 and summarized as FPKM (Fragments Per Kilo-base pair per Million reads) values. The gene expression levels (FPKM values) were averaged across replicates and only differentially expressed genes were used in the clustering analysis. K-means clustering (Sherlock, 2000) was performed using R packages, and the number of clusters (K) was determined using the minimum Bayesian Information Criteria (BIC) method (Ramsey et al., 2008). In brief, K was set to be an integer number from 20 to 100 with an incremental step size of 5. For each *K*-value, k-means clustering was performed and BIC statistics were computed. The minimum BIC was achieved with *K* = 60 (Supplementary Figure 2). Gene Ontology (GO) annotation of all soybean genes was downloaded from Soybase^2^ GO enrichment analyses were performed for each gene module. Significantly enriched GO categories were selected using Fisher's exact test with FDR < 0.05 (Supplementary Table 4). Transcription factor annotation was downloaded from plant TFDB (Jin et al., 2015, 2017). Metabolic pathway genes were downloaded from the SoyCyc 7.0^3^ database from the Plant Metabolic Network^4^ website.

#### Network inference methods

To infer regulatory networks, we adopted the methods of module networks (Segal et al., 2003). First, genes were grouped into modules using the k-means clustering method. Second, differentially expressed transcription factors were used as putative regulators for network inference. In our data, we found 60 clusters (gene modules) and 1245 transcription factors that were differentially expressed in at least one comparison. The mean expression profile for each of the 60 modules was computed and the expression levels of 1245 transcription factors were included to construct an expression matrix with 1305 rows (genes) and 20 columns (five developmental stages for four experimental lines). Five distinct network inference algorithms: ARACNE (Margolin et al., 2006), Random Forest (Huynh-Thu et al., 2010), LARS (Haury et al., 2012), partial correlation (Schafer and Strimmer, 2005b), and CLR (Faith et al., 2007), were applied to this expression matrix to infer putative regulatory interactions between each transcription factor and gene modules. These methods were chosen because they represent a diverse set of computational methods for gene network inference. These methods were selected also because they were ranked as top performers in a recently published benchmark of network inference methods (DREAM challenge) (Marbach et al., 2012). Details of each method, statistical analysis of network and network validation are provided as supplementary text.

## Results

### Summary of differential gene expression analysis

Transcriptome sequencing data from five developing seed stages of four soybean lines (*3mlpa*, 3MWT, *1mlpa*, and 1MWT) were analyzed (Figure 1). 

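RNA from whole developing soybean seeds was sequenced in 60 libraries, 3 replicates for each of 4 lines at each of 5 stages set by seed length, from S1 (2 to 4 mm) to S5 (10 to 12 mm). The line 3mlpa carries mutations of MIPS1, which makes the first intermediate of myo-inositol synthesis, and of the transporter genes MRP-L and MRP-N, and 3MWT is its sister recombinant inbred line without them. The line 1mlpa carries the MIPS1 mutation alone, and 1MWT is its near-isogenic sister. The libraries of 3mlpa and 3MWT were re-analysed from an earlier study of the same group. The authors aligned single-end reads of 100 bases to the Williams 82 genome assembly (Wm82.a2.v1) with STAR, counted reads per gene with featureCounts and compared groups with DESeq2. They deposited counts per gene and library, RPKM values scaled by the total count of each library, tables of their differentially expressed genes and tables of their network. From the deposited counts, groups were compared with edgeR's quasi-likelihood test in one fit of all 60 libraries with one mean per line and stage, after TMM normalization and edgeR's filter on low counts, which left 40517 of 56044 genes. A gene is called differentially expressed here at an adjusted p under 0.01 and an absolute log2 fold change above 1, the thresholds the paper states. Log2 fold changes are for the mutant over its non-mutant or for the later over the earlier stage, and levels are TMM-normalized CPM with their SD over 3 libraries. Total counts per library ranged from 17359192 to 42800413. The 10 most abundant genes took 2.1% to 5.6% of the counts at S1 and 23% to 33% at S5. Gene functions are the best Arabidopsis and UniRef matches in the deposited tables, which hold almost only genes the authors called, so lists drawn from them are not independent evidence of change.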

Stage-wise comparisons were performed for mutants (*3mlpa, 1mlpa*) and their corresponding non-mutants (3MWT, 1MWT), to determine the number of genes affected by the mutation at each stage (Figure 2). 

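No difference between mutant and non-mutant seeds passed the test in the transcripts of the mutated genes. MIPS1 (Glyma.11G238800) was at 525 ± 116 CPM in 3mlpa and 558 ± 119.8 CPM in 3MWT at S1 (SD, n = 3), and at 596 ± 253 CPM in 1mlpa and 724 ± 230.5 CPM in 1MWT. It rose from S1 to S2 in all 4 lines, by a log2 fold change of 1.64 (standard error 0.26, adjusted p = 1.4e-05) in 3mlpa, 1.74 in 3MWT, 1.45 in 1mlpa and 1.14 in 1MWT, and by S4 it was at 2938 ± 593, 3170.4 ± 266, 3089 ± 119.6 and 2763 ± 42.5 CPM in the same order. MRP-L (Glyma.19G169000), an ABC transporter needed for phytic acid to accumulate in the seed, was at 138 ± 15.1 CPM in 3mlpa and 126 ± 19.8 CPM in 3MWT at S5. Its homolog MRP-N (Glyma.03G167800) was at 120.2 ± 46.8 and 134 ± 11.4 CPM in the same groups. None of the 3 genes passed the test between a mutant and its non-mutant at any stage, with log2 fold changes of MIPS1 from -0.61 at S5 to -0.09 at S1 in 3mlpa and from -0.28 at S1 to 0.35 at S5 in 1mlpa. Transcript levels do not show whether a library carries the mutations, so they neither check nor contradict the line labels.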

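At S1 the abscisic acid 8'-hydroxylase gene CYP707A1 (Glyma.01G153300), whose enzyme breaks down abscisic acid, was at 2.83 ± 0.896 CPM in 1mlpa and 29.4 ± 14.2 CPM in 1MWT (SD, n = 3), a log2 fold change of -3.38 (standard error 0.63, adjusted p = 0.00241). RBOHB (Glyma.03G236300), an NADPH oxidase that makes reactive oxygen, was lower (log2 fold change -3.00, standard error 0.51, adjusted p = 0.000942), and the calcium pump gene ACA2 (Glyma.11G048300) (log2 fold change -2.89, standard error 0.64, adjusted p = 0.0098). At S4, 2 genes of the pigment pathway of the seed coat were lower, the tannin precursor transporter TT12 (Glyma.14G032400) (log2 fold change -2.37, standard error 0.47, adjusted p = 0.00791) and dihydroflavonol reductase (Glyma.14G072700) (log2 fold change -1.61). In 1mlpa against 1MWT, 117 genes were differentially expressed at S1 (1 higher and 116 lower in 1mlpa) and 30 at S4 (1 higher and 29 lower). At S3 the 1 gene was ACD2 (Glyma.14G012500), an enzyme of chlorophyll breakdown, with a log2 fold change of 1.14 (standard error 0.18, adjusted p = 0.00381), named after its values were seen. At S2 and S5 edgeR called 0 genes, with 5070 and 1290 genes at an unadjusted p under 0.05, where DESeq2 called 13 and 3 with its fold change prior and 16 and 8 without it. At S1 and S4 DESeq2 called 239 and 139 with its prior and 254 and 143 without it. With the replicate number as a block edgeR called 55 at S4. In the main fit no gene was called at more than 1 stage. These counts move with single libraries. Without 1mlpa replicate 1, 2 or 3 the S1 count was 12, 9 or 17, and without 1MWT replicate 1, 2 or 3 it was 382, 14 or 0. Without the 3 libraries with a suffix in their column name, a setting chosen after seeing the data, the counts were 206 at S1, 583 at S2 and 3 at S3, and fits of the compared libraries alone gave 19, 0, 0, 507 and 0 from S1 to S5. The S2 count was 134 without 1MWT replicate 3 and 3 without 1mlpa replicate 1, at S3 100 without 1mlpa replicate 3, 12 without replicate 2, 2 without 1MWT replicate 2 and 0 without 1MWT replicate 1 or 3, and at S4 70 without 1MWT replicate 2, 5 without 1mlpa replicate 1, 1 without 1MWT replicate 1 and 0 without any of the others.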

For stage-wise comparisons, when *1mlpa* was compared with 1MWT, we found fewer than 250 differentially expressed genes in all time points (Supplementary Figure 2). However, we found more than 4000 differentially expressed genes between *3mlpa* and 3MWT (Supplementary Figure 2). It is expected to have higher number of differentially expressed genes for comparison between recombinant inbred lines (*3mlpa* vs. 3MWT) as opposed to that between near-isogenic lines (*1mlpa* vs. 1MWT). 

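Seeds of 3mlpa and 3MWT differed in the transcripts of many genes at every stage. At S1, an isoflavone 7-O-methyltransferase gene (Glyma.20G213600), an enzyme of isoflavonoid modification, was at 75.1 ± 5.89 CPM in 3mlpa and 0.549 ± 0.14 CPM in 3MWT (SD, n = 3), a log2 fold change of 7.11 (standard error 0.29, adjusted p = 3.95e-23). A gene of the HSP70 family of chaperones (Glyma.02G093200) was at 104 ± 32.9 and 0.348 ± 0.0933 CPM, a log2 fold change of 8.24 (standard error 0.52, adjusted p = 2.26e-16). Lower in 3mlpa at S1 were GASA1 (Glyma.06G024500), a gibberellin-regulated gene (log2 fold change -5.59, standard error 0.55, adjusted p = 2.5e-10), and the storage protein gene glycinin G1 (Glyma.03G163500) (log2 fold change -5.58, standard error 1.35, adjusted p = 0.00196). At S3 the sugar transporter gene SWEET17 (Glyma.06G200800) was higher in 3mlpa by 5.75 (standard error 0.55, adjusted p = 1.47e-10) and the potassium transporter gene KUP1 (Glyma.10G119600) by 6.94 (standard error 0.67, adjusted p = 2.9e-09). In 3mlpa against 3MWT, 2518 genes were differentially expressed at S1 (1860 higher and 658 lower in 3mlpa), 1910 at S2 (1369 and 541), 1831 at S3 (1305 and 526), 958 at S4 (432 and 526) and 1731 at S5 (686 and 1045), together 5344 genes. The S1 count was 1603 without 3MWT replicate 1 and 1617 without replicate 3, the S2 count 1166 without 3MWT replicate 2 and 1129 without replicate 3, the S3 count 987 without 3mlpa replicate 2 and 1183 without 3MWT replicate 3, and the S5 count 1029 without 3MWT replicate 1. Fits of the compared libraries alone gave 465, 2103, 497, 386 and 492 from S1 to S5.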

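Several genes were transcribed in one sister line of the recombinant inbred pair and absent or nearly absent from the other. The ubiquitin ligase gene SAUL1 (Glyma.04G140100) was at 5.08 ± 1.25 CPM in 3mlpa at S1 and 16.2 ± 3.84 CPM at S5 (SD, n = 3), and no library of 3MWT held a count for it (adjusted p = 2.15e-16 at S1). A disease resistance gene of the TIR-NBS-LRR class (Glyma.06G268500) was at 3.28 ± 0.063 CPM in 3mlpa and 0.0191 ± 0.0332 CPM in 3MWT at S1 (adjusted p = 6.92e-15). In the other direction, a gene described as responsive to low temperature and salt (Glyma.02G205100) had no count in 3mlpa at S1, where 3MWT was at 28.3 ± 5.64 CPM (adjusted p = 1.33e-15), and the ABC transporter gene ABCG40 (Glyma.06G212800) was lower in 3mlpa (log2 fold change -10.22, standard error 0.66, adjusted p = 5.88e-10). Of the genes called in 3mlpa against 3MWT, 72 were also among the 148 called in 1mlpa against 1MWT. The difference of the log2 fold changes of the pairs, tested as an interaction, was called for 2627 genes at S1 (2124 with the higher value in the 3mlpa pair), 2212 at S2, 1555 at S3, 920 at S4 and 534 at S5. At S2 the count was 1255 without 1mlpa replicate 3, 1191 and 3541 without 1MWT replicate 1 and 3 and 4845 without the 3 libraries with a suffix in their column name. At S3 it was 945 without 3mlpa replicate 2, 909 without 3MWT replicate 3, 1015 and 853 without 1mlpa replicate 1 and 2 and 975 without 1MWT replicate 1. At S4 it was 610 without 3mlpa replicate 1, 583 without 3MWT replicate 3, 577 without 1mlpa replicate 2 and 608 without 1MWT replicate 1. At S5 it was 341 without 3MWT replicate 1, 274 without 1mlpa replicate 2, 307 without 1MWT replicate 3 and 881 and 851 by DESeq2 with and without its prior. Fits of the compared libraries alone gave 1736, 1395, 445, 1177 and 138. The highest counts of other splits in the same form of fit were 249, 529, 130, 268 and 204, so at S5 chance was not excluded. These splits also break up the line effect within each pair, so they cannot decide at any stage whether the pairs differ by chance. The paper reasons that sister recombinant inbred lines should differ at more genes than near-isogenic lines. The pairs also differ in their parents and in the study they come from, and neither can be separated from the mutations they carry.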

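A small set of genes differed between 3mlpa and 3MWT at every stage from S1 to S5. The isoflavone 7-O-methyltransferase gene Glyma.20G213600 was higher in 3mlpa by log2 fold changes of 5.85 to 7.94 over the 5 stages. A gene of an EF-hand calcium-binding protein (Glyma.02G186900) was higher by 5.48 to 5.94, and URED (Glyma.02G163900), whose product takes part in the activation of urease, by 4.29 to 6.42. Lower in 3mlpa at every stage were a gene of a BED zinc finger protein of the hAT transposase type (Glyma.09G099400), with log2 fold changes of -4.87 to -3.62, and a gene related to myosin heavy chains (Glyma.04G078500), with -2.92 to -2.40. In all, 238 genes were called at all 5 stages, which is 4.45% of those called at any stage. Of these, 127 were higher in 3mlpa at every stage, 111 lower at every stage and 0 changed direction. If the 5 lists were independent, 0.00542 such genes would be found. The count was 59 when each stage was fitted with its own libraries alone, and 113 and 99 without replicate 1 and 2 of every group.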

Few genes are differentially expressed in all five stages when comparing *3mlpa* vs. 3MWT (Figure 2B). These results suggest that genes affected by mutations are unique at each developmental stage. 

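Most genes that differed between 3mlpa and 3MWT passed the test at a single stage. MPK3 (Glyma.12G073000), a kinase of wound and pathogen signaling, was called at S1 alone, and MOT1 (Glyma.17G203500), a molybdate transporter gene, at S2 alone. The sucrose synthase genes SUS4 (Glyma.09G073600) and SUS6 (Glyma.09G167000), which cleave sucrose, were called at S5 alone and were lower in 3mlpa, with log2 fold changes of -1.26 (standard error 0.26, adjusted p = 0.000357) and -1.28 (adjusted p = 0.00541). Of 5344 genes, 3401 (63.6%) were called at exactly 1 stage, 1007 at 2, 449 at 3 and 249 at 4. Calls at S1 alone numbered 1349, at S2 alone 591, at S3 alone 516, at S4 alone 137 and at S5 alone 808. A call at 1 stage and none at another was not itself tested as a difference between the stages, and 76.6% of the genes called at S3 alone had the same sign at all the other stages, against 40.9% for S2. From the small overlap, the paper proposes that the genes affected by the mutations are unique to each stage.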

Between-stages comparisons were performed for each genotype separately (Figure 1, Supplementary Figure 1). 

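From S1 to S2 several genes of oil body proteins rose in all 4 lines, while genes with a storage protein term went both ways. The storage protein gene beta-conglycinin alpha (Glyma.20G148400) rose by a log2 fold change of 6.28 (standard error 0.99, adjusted p = 1.35e-05) in 3mlpa, 5.15 in 3MWT, 7.73 in 1mlpa and 4.53 in 1MWT. An oleosin gene (Glyma.16G071800), whose protein coats oil bodies, rose by 5.21, 5.57, 7.88 and 4.59 in the same order. The maturation regulator ABI5 (Glyma.13G153200), a bZIP factor of abscisic acid signaling, rose by 3.53, 5.22, 5.76 and 3.63. A serine hydroxymethyltransferase gene (SHM1, Glyma.09G202000) fell, with log2 fold changes of -3.81, -6.73 (standard error 0.63, adjusted p = 4.52e-10), -5.56 and -3.04. Of 15 genes of oil body proteins, 9 rose in 3mlpa, 12 in 3MWT, 10 in 1mlpa and 7 in 1MWT, and none fell (10, 12, 11 and 9 rose when adjusted over the list alone). Their median log2 fold changes were 2.22, 3.87, 4.09 and 2.29, and as a set in 3mlpa they had adjusted p = 2.47e-06 against other genes, and adjusted p = 0.573 with an estimated correlation. Of 73 genes with a storage protein term in their annotation, which also takes in lipid transfer proteins, 17 rose and 16 fell in 3MWT (19 and 17 when adjusted over the list alone), 11 and 6 in 3mlpa, 16 and 14 in 1mlpa and 5 and 3 in 1MWT.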

Results of the stage-wise and between-stages differential expression analyses are provided as Supplementary Tables 1, 2, respectively. 

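Some light harvesting genes rose from S1 to S2 in every line, and some cell cycle genes fell from S4 to S5 in 3 of the 4 lines. Of 96 nuclear genes of light harvesting and the photosystems, 64 rose from S1 to S2 in 3mlpa, 80 in 3MWT, 58 in 1mlpa and 20 in 1MWT (67, 80, 61 and 22 when adjusted over the list alone), with adjusted p from 0.415 to 0.573 as a set with an estimated correlation. LHCB1.4 (Glyma.16G165500), a light harvesting antenna gene, rose by log2 fold changes of 3.98 (standard error 0.46, adjusted p = 1.12e-07), 2.51, 2.66 and 2.04. Of 102 genes of histones and the core cell cycle, 18 fell from S4 to S5 in 3mlpa, 0 in 3MWT, 24 in 1mlpa and 46 in 1MWT (19, 1, 25 and 47 when adjusted over the list alone), with adjusted p = 0.573 with an estimated correlation as a set in each line. The numbers of differentially expressed genes for S2 against S1, S3 against S2, S4 against S3 and S5 against S4 were 1856, 1592, 567 and 950 in 3mlpa, 3740, 1238, 484 and 139 in 3MWT, 3467, 53, 1901 and 1446 in 1mlpa, and 706, 4, 1264 and 2904 in 1MWT. Fits of the compared libraries alone gave 1806, 408, 0 and 0 in 3mlpa, 516, 1090, 774 and 141 in 3MWT, 3178, 0, 919 and 1762 in 1mlpa, and 0, 0, 2056 and 2610 in 1MWT. The 4 genes of 1MWT at S3, named after their values were seen, were all lower than at S2: a peroxidase gene RCI3 (Glyma.03G208100) (log2 fold change -3.72, standard error 0.62, adjusted p = 0.00604), an early nodulin-like gene (Glyma.13G059700) (log2 fold change -3.03, 0.53, adjusted p = 0.00719), the sulfotransferase gene ST2A (Glyma.13G198300) (log2 fold change -5.87, 0.94, adjusted p = 0.00604) and a gene of unknown function (Glyma.17G018400) (log2 fold change -3.79, 0.63, adjusted p = 0.00719). In 1MWT the S3 count was 669 without S2 replicate 3, 0 without any other library of S2 or S3 and 0 with the replicate number as a block. In 1mlpa it was 204 without S3 replicate 3, 0 without S3 replicate 2 and 2, 1 and 4 without S2 replicate 1, 2 and 3. Of the other counts after S2, the lowest without a single library were, in the same order of steps, 859, 67 and 264 in 3mlpa, 328, 91 and 37 in 3MWT, 1022 and 736 in 1mlpa, and 399 and 1836 in 1MWT, and the highest for S5 against S4 in 3mlpa was 2321 without S4 replicate 3.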

For between-stages comparisons (Supplementary Figure 1B), we found that hundreds of genes are differentially expressed when comparing adjacent developmental stages (Supplementary Figure 2). However, there are few genes differentially expressed across all stages. For example, in *3mlpa* mutant, only 2 genes are differentially expressed between any two adjacent stages (Figure 2A). 

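Most genes called between stages were called in 1 step, and a missing call in another step was not tested as a difference between the steps. In 3mlpa the embryo factor ABI3 (Glyma.08G357600), a regulator of seed maturation, rose by a log2 fold change of 1.36 (standard error 0.22, adjusted p = 2.28e-05) from S1 to S2, and WRI1 (Glyma.08G297000), a regulator of oil synthesis, by 2.28 (standard error 0.35, adjusted p = 9.9e-06). Of the 4234 genes called between adjacent stages in 3mlpa, 83.7% were called in exactly 1 step. The share was 88.5% of 5005 genes in 3MWT, 85.3% of 5942 in 1mlpa and 87.5% of 4323 in 1MWT.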

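In 3mlpa, 1 gene was differentially expressed in all 4 comparisons of adjacent stages. This gene (Glyma.08G138300), whose best match is a glucan 1,3-beta-glucosidase, rose at every step, by log2 fold changes of 1.60 from S1 to S2, 1.36 from S2 to S3, 1.55 from S3 to S4 and 1.43 from S4 to S5. It was named after its values were seen. DESeq2 called 2 genes in all 4 steps, with and without its fold change prior, and edgeR called 0 with any 1 replicate number left out or with each step fitted on its own libraries. No gene was called by edgeR in all 4 steps of 3MWT, 1mlpa or 1MWT.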

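The genes that changed between stages in every line include the oil regulator WRI1 (Glyma.08G297000), the oleosin gene Glyma.04G077600 and beta-conglycinin beta (Glyma.20G146200), a storage protein gene. From S1 to S2 Glyma.04G077600 rose by a log2 fold change of 4.61 (standard error 0.71, adjusted p = 1.03e-05) in 3mlpa, 5.36 in 3MWT, 6.93 in 1mlpa and 4.50 in 1MWT, and beta-conglycinin beta by 5.19, 6.08, 8.31 and 4.59. In all, 1339 genes were called between adjacent stages in all 4 lines, against 8.2 if the 4 lists were independent, and 3962 were called in 1 line alone. Of the genes called in all 4 lines, 309 (23.1%) were also called between 3mlpa and 3MWT at 1 or more stages. The count was 322 when each step was fitted with its own libraries, and 126 to 664 with 1 replicate number left out.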

We found 1643 genes that are differentially expressed between developmental stages and found in all four genotypes in this study (Figure 2C), suggesting these genes are a core set of genes that change expression between developmental stages and are not affected by the genotypes. We determined the number of differentially expressed genes in each of the comparisons (Supplementary Figure 2). Interestingly, the highest numbers of differentially expressed genes were found in two comparisons: between stage 1 and stage 2 for 1MWT and for 3MWT (3MWT S2 vs. S1 and 1MWT S2 vs. S1) suggesting that non-mutant plants have a high number of differentially expressed genes in the early stages of seed development than mutants.

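In 3MWT the Bowman-Birk protease inhibitor gene Glyma.16G208900 rose from S1 to S2 by a log2 fold change of 6.56 (standard error 1.10, adjusted p = 1.09e-05). In 1mlpa it rose by 9.22 (standard error 1.29, adjusted p = 5.81e-07), in 3mlpa by 5.33 and in 1MWT by 5.53. A cell wall invertase gene (Glyma.20G029100), which splits sucrose on its way into the young seed, fell in 3MWT (log2 fold change -5.92, standard error 0.69, adjusted p = 3.19e-08). AGL62 (Glyma.20G136600), a MADS box regulator of early endosperm, also fell, with log2 fold changes of -5.71 (adjusted p = 4.23e-07) in 3MWT and -4.44 in 1mlpa. For S2 against S1, 1894 genes were higher and 1846 lower in 3MWT, 1932 and 1535 in 1mlpa, 1339 and 517 in 3mlpa and 556 and 150 in 1MWT, with the lines named as in the count columns. The difference of this step between mutant and non-mutant, tested as an interaction, was called for 1 gene in the 3mlpa pair, an AGAMOUS-like MADS box gene (Glyma.15G088600, named after its values were seen) with a log2 difference of 1.93 (standard error 0.26, adjusted p = 0.000158), and 4749 genes had an unadjusted p under 0.05. For the 1mlpa pair edgeR called 0, with 4122 at an unadjusted p under 0.05, and DESeq2 called 68 and 3 with its prior and 75 and 12 without it. Fits of the compared libraries alone gave 516 genes in 3MWT, 3178 in 1mlpa, 1806 in 3mlpa and 0 in 1MWT. The 1MWT count of 706 was 6 without S2 replicate 3, 81, 392 or 1103 without S1 replicate 2, 3 or 1 and 1419 without S2 replicate 1, and the 3mlpa count was 1113 without S1 replicate 2. The number of genes with a different step was 471 in the 3mlpa pair without 3MWT S1 replicate 2, and in the 1mlpa pair 116 without 1MWT S2 replicate 3 and 12 without 1MWT S1 replicate 1. The authors' deposited calls for this step number 3596 in 1mlpa and 862 in 1MWT, while the flags for their network use these 2 names the other way round. The paper proposes that non-mutant plants have more differentially expressed genes in early seed development than mutants.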

**Figure 2:**
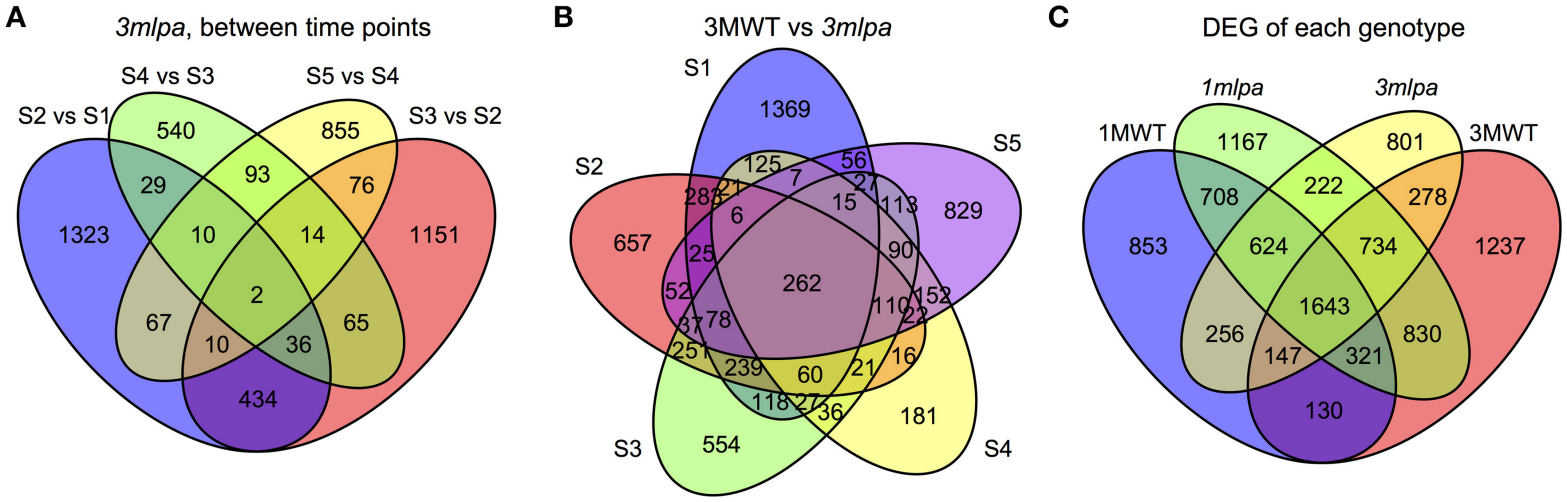
Venn diagrams. S1, S2, S3, S4, and S5 represent five developmental stages. **(A)** Number of genes differentially expressed between consecutive stages in *3mlpa* seeds. **(B)** Number of genes differentially expressed for each stage when comparing *3mlpa* to 3MWT seeds. **(C)** Number of genes differentially expressed for different genotypes for between stage comparisons.

The two sets of low-phytic acid causing mutations (*mips1* and *mrp-l/mrp-n*) interrupt the phytic acid biosynthesis and transmembrane transporter activity, ultimately reducing the seed emergence potential in our mutant lines. 

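Of the transporter genes called in 3mlpa against 3MWT, more were higher than lower in 3mlpa from S1 to S4. Of all genes called, 73.9%, 71.7%, 71.3% and 45.1% were higher in 3mlpa from S1 to S4. A lean to higher values at S1 to S3 is therefore not particular to transporter genes, and whether it is stronger in them was not tested. At S4 the called transporter genes leaned higher (14 higher and 6 lower), unlike all genes called. The boron transporter family gene Glyma.04G184000 was higher at S1 by a log2 fold change of 1.19 (standard error 0.11, adjusted p = 9.15e-11), the auxin transporter family gene ABCB4 (Glyma.02G008000) at S3 by 1.11 (standard error 0.17, adjusted p = 4.87e-06) and the nitrate transporter gene NRT1.7 (Glyma.18G127200) at S2 by 2.14 (standard error 0.39, adjusted p = 0.000115). Lower in 3mlpa were the molybdate transporter gene MOT1 (Glyma.17G203500) at S2 (log2 fold change -3.22, standard error 0.63, adjusted p = 0.000273), and the sulfate transporter gene SULTR3;4 (Glyma.08G207100) at S5 (log2 fold change -3.33, standard error 0.44, adjusted p = 4.18e-07). Of 451 tested genes of transmembrane transport in the paper's supplementary list, 61 were higher and 12 lower at S1 (64 and 14 when adjusted over the list alone), 75 and 8 at S2, 52 and 14 at S3, 14 and 6 at S4 and 24 and 29 at S5. Over the stages 193 were called (207 when adjusted over the list alone). The study chose the list from its own calls on these samples, so it is not independent evidence, and with any 1 replicate number left out the count was 90 to 109. In 1mlpa against 1MWT, 1 member was called, a glycerol-3-phosphate transporter family gene (Glyma.09G096500) that was lower in 1mlpa at S1 (log2 fold change -2.02, standard error 0.40, adjusted p = 0.00332) and higher in 3mlpa by 1.73 (standard error 0.40, adjusted p = 0.00135).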

We were, therefore, interested in studying the behavior of genes associated with phytic acid metabolism, abscisic acid (ABA) and auxin signaling and metabolism, and transmembrane transport. 

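Genes of myo-inositol breakdown were higher in young 3mlpa seeds than in 3MWT seeds. The 3 tested genes of myo-inositol oxygenase, which turns myo-inositol into glucuronic acid, were all higher at S1, with log2 fold changes of 3.55 (standard error 0.62, adjusted p = 5.52e-05) for Glyma.07G013900, 2.45 (adjusted p = 0.00081) for Glyma.08G199300 and 2.10 (adjusted p = 0.00263) for Glyma.05G224500. Later, Glyma.07G013900 was lower in 3mlpa (log2 fold change -3.32, standard error 0.60, adjusted p = 0.000117) at S4. The inositol phosphate synthase gene MIPS3 (Glyma.08G138200), a paralog of the mutated gene, was lower in 3mlpa (log2 fold change -3.11, standard error 0.41, adjusted p = 5.16e-07) at S1 and was also lower at S5, with -4.60. Of 62 tested genes of phytic acid and related sugar metabolism, 9 were higher and 5 lower in 3mlpa at S1 (11 and 5 when adjusted over the list alone), 4 and 1 at S2, 5 and 2 at S3, 2 and 1 at S4 and 3 and 8 at S5. In all 25 were called (29 when adjusted over the list alone) and 0 in 1mlpa against 1MWT (4 when adjusted over the list alone). The study chose these genes from its own calls on the same samples, so their count is not independent evidence, and it was 14 or 15 with any 1 replicate number left out.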

The log_2_ fold change for significantly differentially expressed genes that belonged to this category is summarized in Supplementary Table 3.

### Co-expression modules represent distinct functional categories

We identified 12998 genes that are differentially expressed in at least one of the comparisons and these genes were used for K-means clustering analysis to identify co-expressed gene modules (Figures 1, 3). 

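Genes that differed between lines or stages ranged from storage and oil genes to regulators that switch off early. The auxin transport gene PIN6 (Glyma.13G038400) fell after S1 in all lines, with log2 fold changes of -3.16, -2.31, -4.65 and -3.28 in 3mlpa, 3MWT, 1mlpa and 1MWT. The amino acid transporter gene Glyma.10G208800 fell after S1 in 3mlpa (log2 fold change -1.53, standard error 0.23, adjusted p = 5.51e-06) and was lower in 3mlpa than in 3MWT at S5, with -2.87. In the 26 comparisons, 12443 genes were called in at least 1, which is 30.7% of those tested. Of these, 5420 were called between a mutant and its non-mutant and 7023 between stages alone. They were grouped into 60 clusters by K-means on the log2 mean RPKM of the 20 groups with a pseudocount of 1, each gene scaled to its own mean and SD. The clusters held 69 to 647 genes. For 74 genes whose module the paper names, 47 of 88 pairs from the same module (53.4%) fell into the same cluster, against 1.84% of 2613 pairs from different modules.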

We found that the optimal number of clusters (modules) is 60 based on BIC (Supplementary Figure 3). Average expression levels of all genes in each module were used to generate a heat map (Figure 3A) and GO enrichment analyses were performed for each of the modules (Figure 3B, Supplementary Table 4). The expression modules can be approximately classified into three main patterns. In pattern 1, there are 29 modules highly expressed at the early stage of seed development as shown in upper half of the heat map (Figure 3A, cluster 24 to cluster 18). 

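The largest group of genes was most expressed in the youngest seeds. Among them were the MYB factor gene Glyma.13G309200, at 3.42 ± 0.917 CPM at S1 and 0.152 ± 0.186 CPM at S5 in 3mlpa (SD, n = 3), and the raffinose synthase family gene Glyma.02G303300, at 23.2 ± 3.13 and 6.05 ± 0.609 CPM. Of the clusters, 27 had their highest mean at S1 or S2 in all 4 lines. Of the clustered genes, 52.1% were highest at S1, 16.4% at S2, 9.8% at S3, 8.8% at S4 and 12.9% at S5 by their RPKM averaged over the lines. With TMM-normalized CPM in place of RPKM the shares at S2 and S5 were 10.4% and 26.2%.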

In pattern 2, there are 11 modules highly expressed in the later stage of seed development as shown by the lower portion of the heat map (Figure 3A, modules 9 to 47, except for module 14, which shows high expression at both first and last developmental stages). 

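A cystatin gene (Glyma.11G253300), for an inhibitor of cysteine proteases, rose from S1 to S2 by a log2 fold change of 6.40 (standard error 1.06, adjusted p = 8.38e-06) in 3MWT and 10.36 in 1mlpa, and the aquaporin gene alpha-TIP (Glyma.09G160500) of the storage vacuole membrane by 9.34 (standard error 1.23, adjusted p = 2.3e-07) in 1mlpa. Of the clusters, 6 had their highest mean at S5 in all 4 lines, or 12 with TMM-normalized CPM in place of RPKM. Of 73 genes of late embryogenesis abundant proteins, which protect drying seeds, 14 had risen by S2 in 3mlpa, 24 in 3MWT, 25 in 1mlpa and 3 in 1MWT and 1, 2, 2 and 0 had fallen (18, 26, 26 and 6 rose when adjusted over the list alone).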

In pattern 3, 12 modules showed high expression in the middle of the developmental stages but low expression levels in the early and late developmental stages. 

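Some genes of starch and fatty acid synthesis rose between S1 and S3. Of 13 starch synthesis genes, 4 rose and 1 fell from S2 to S3 in 3mlpa, 3 rose in 3MWT, 3 in 1mlpa and 0 in 1MWT (4, 3, 3 and 1 rose when adjusted over the list alone). From S1 to S2 the granule-bound starch synthase gene Glyma.10G172200 rose by a log2 fold change of 1.13 (standard error 0.15, adjusted p = 9.86e-07) in 3mlpa and 1.34 in 1mlpa. Of 17 fatty acid synthesis genes, 9 rose from S1 to S2 in 3mlpa, 9 in 3MWT, 8 in 1mlpa and 1 in 1MWT, and 1 fell in 3MWT (9, 9, 9 and 4 rose when adjusted over the list alone). As sets in 3mlpa, starch synthesis from S2 to S3 had adjusted p = 0.573 with an estimated correlation and fatty acid synthesis from S1 to S2 adjusted p = 0.415. Of the clusters, 7 had their highest mean at S3 or S4 in all 4 lines.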

Genotype-specific expression patterns were also found by clustering analysis. For example, modules 24, 57, and 15 are highly expressed in *3mlpa* at the first time point, whereas the expression levels are not high in the other three genotypes. 

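Some genes were expressed most in 3mlpa at S1. The sugar transporter gene Glyma.13G213300 of the ERD6 type was at 2.77 ± 0.944 CPM in 3mlpa, 0.0356 ± 0.00613 in 3MWT, 0.0497 ± 0.0437 in 1mlpa and 0.0229 ± 0.0201 in 1MWT at S1 (SD, n = 3). It was higher in 3mlpa than in 3MWT by a log2 fold change of 6.13 (standard error 0.72, adjusted p = 2.7e-08) and fell in 3mlpa from S1 to S2 (log2 fold change -4.27, standard error 0.56, adjusted p = 9.26e-07). Of the clusters, 13 had their highest group mean in 3mlpa at S1, or 7 with TMM-normalized CPM in place of RPKM. Regulators that the paper's network places in modules 24 and 57 were also highest in 3mlpa at S1 by the mean of their scaled log2 RPKM. The regulator it places in module 15 was highest in 3mlpa at S2. Each of these modules has only 1 or 2 such regulators.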

The modules identified in near isogenic lines (*1mlpa* and 1MWT) showed highly similar expression patterns than those identified in recombinant inbred lines (*3mlpa* and 3MWT).

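Expression profiles over the 5 stages ran closely together in both pairs of lines. Across genes, the median Pearson r between the profiles of a gene in 1mlpa and 1MWT was 0.938, and in 3mlpa and 3MWT it was 0.916, over 12375 genes. The r was the higher one in 1mlpa and 1MWT for 55.7% of the genes. With each replicate number alone this share was between 52.6% and 64.5%. An r over 0.8 was reached by 81.0% of the genes in 1mlpa and 1MWT and by 67.8% in 3mlpa and 3MWT. With TMM-normalized CPM these were 77.5% and 62.3%. With replicate 1, 2 or 3 alone they were 62.7%, 62.4% and 72.2% against 55.4%, 55.3% and 54.4%. Genes are not independent replicates, and each r rests on 5 stage means, so no test was made on the difference. The genes were also chosen by calls on the same samples. These calls took in 5344 genes that differed in 3mlpa against 3MWT and only 148 in 1mlpa against 1MWT. That choice can lower r in the 3mlpa pair.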

**Figure 3:**
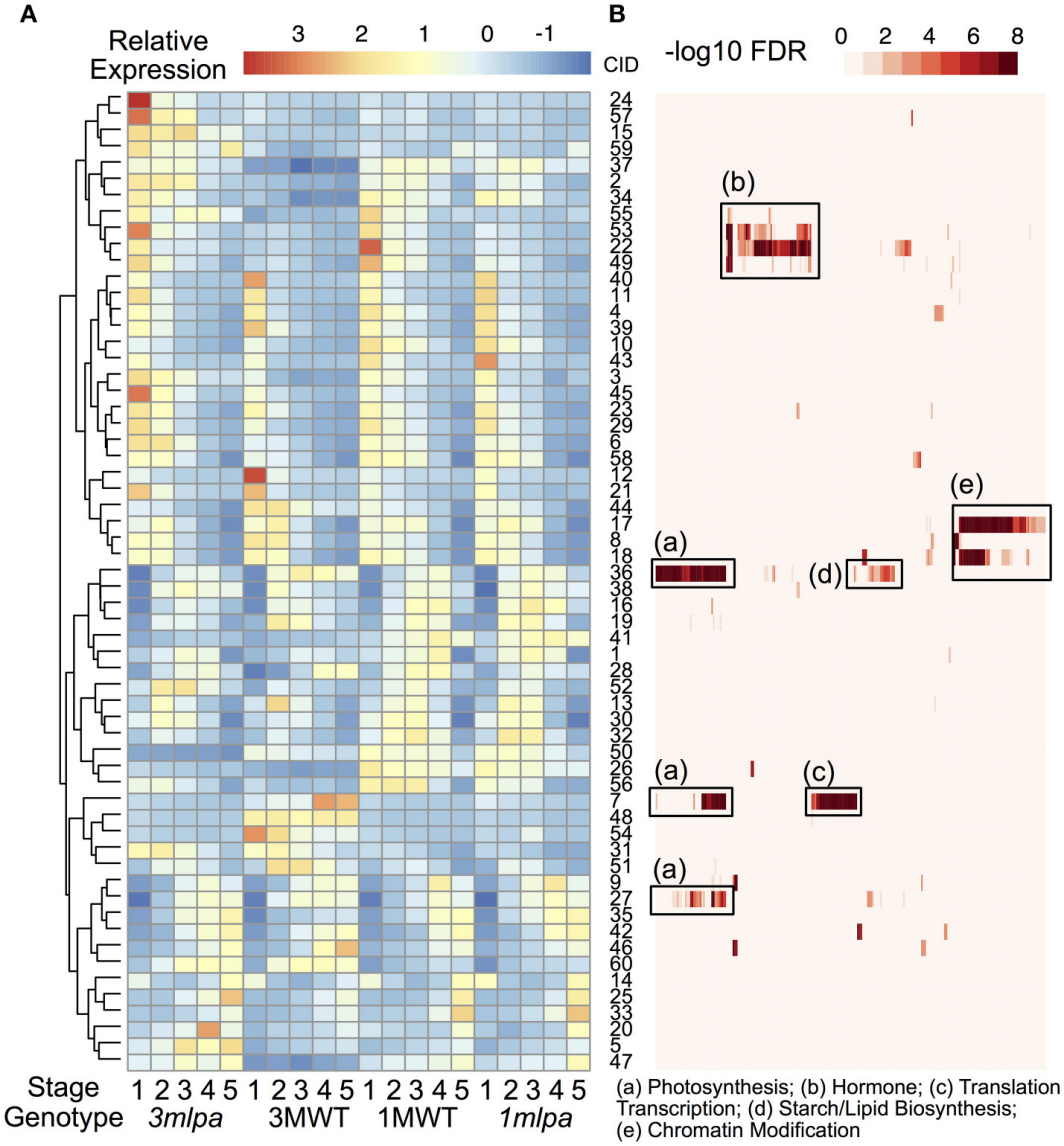
Clustering and gene function analysis. **(A)** Gene expression clusters. Color indicates normalized expression levels. Genes were clustered based on the K-means clustering algorithm. Hierarchical clustering was performed on the rows of the average expression levels for each cluster. Numbers on the right of the heatmap represent cluster id (CID, 1 to 60). **(B)** GO functional enrichment analysis. Rows of this heatmap is organized as the same order as the expression clusters. Each column represents a GO category. Color represents -log10 FDR from enrichment analysis. Some enriched categories were summarized and annotated under the heat map. The complete set of enriched GO categories is provided as supplementary information.

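The module terms run from photosynthesis and lipid storage to defence. From the gene counts of the paper's table, one-sided Fisher's exact tests were computed for all 710 listed terms in 31 modules against a background of 12998 genes, the authors' union of differentially expressed genes. The table gives 583 of the terms an adjusted p under 0.05. All 710 p-values lay within 1% of those listed. At a p under 0.001, 645 terms passed, or 643 in two-sided tests. The listed modules held 47 to 498 genes, and only the listed terms are known, so the adjusted p-values of the table were not computed again.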

GO enrichment analyses showed that many gene modules are enriched with genes in specific functional categories (Supplementary Table 4). For example, genes in modules 22, 49, 53, and 55 are highly expressed during the early stages of seed development and are enriched with genes with functions in hormone signaling and responses (Figure 3B, box b). Of these, several genes showed increased expression in *3mlpa* (S1) while decreased in *1mlpa* (S1) when compared with respective non-mutant lines at stage 1 (Table 1). 

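Genes of the responses to chitin, ethylene, jasmonic acid and salicylic acid are gathered in modules 22, 49, 53 and 55. By the mean of their scaled log2 RPKM, the 9 and 2 clustered genes that Table 1 or the paper's network places in modules 22 and 49 were highest in 1MWT at S1. The 4 and 1 such genes of modules 53 and 55 were highest in 3mlpa at S1. They are few of the genes of each module. Module 22 held 81 of 309 genes (26.2%) annotated with the response to chitin, a fungal cell wall polymer, against 2.81% of the genes outside it (one-sided Fisher's exact test, p = 3.66e-50). The salicylic acid pathway took 35 of 309 genes of the same module (p = 9.44e-27 from the exact test). In module 49, 4.8% of 352 genes belonged to ethylene signaling against 0.71% outside, and 5.7% to abscisic acid signaling against 1.46%. In module 53, 21 of 200 genes responded to jasmonic acid and 11 to mechanical stimulus, and in module 55, 8 of 73 belonged to the salicylic acid pathway. A list of touch, wound and jasmonate response genes was written from Arabidopsis gene names. Its mean log2 CPM at S1 was 2.78 ± 0.60 in 3mlpa, 1.13 ± 0.23 in 3MWT, 1.72 ± 0.18 in 1mlpa and 2.88 ± 0.53 in 1MWT (SD, n = 3).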

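At S1, many wound and jasmonate genes were higher in 3mlpa than in 3MWT, and in 1mlpa against 1MWT few of them passed the test. The touch gene TCH4 (Glyma.13G094900) was at 21.3 ± 3.44 CPM in 3mlpa and 0.546 ± 0.107 CPM in 3MWT (SD, n = 3), a log2 fold change of 5.29 (standard error 0.79, adjusted p = 4.43e-06), and in 1mlpa against 1MWT it was -2.83 (standard error 0.68, adjusted p = 0.018), which did not pass the test. Its difference between the pairs was 8.12 (standard error 1.04, adjusted p = 5.01e-07). MYC2 (Glyma.08G271900), the main jasmonate response factor, was 2.22 (standard error 0.42, adjusted p = 0.000142) in 3mlpa and -1.67 (adjusted p = 0.018) in 1mlpa. WRKY33 (Glyma.01G128100), a defence regulator, passed in both pairs, with 2.46 (standard error 0.69, adjusted p = 0.00667) in 3mlpa and -3.14 (standard error 0.59, adjusted p = 0.00241) in 1mlpa. In 1mlpa the calcium-dependent kinase gene CPK32 (Glyma.03G138000) was lower (log2 fold change -1.53, standard error 0.30, adjusted p = 0.00351) and the defence gene PAD4 (Glyma.05G194100) (log2 fold change -1.47, standard error 0.28, adjusted p = 0.00252). Of the 15 genes of Table 1, 11 were called higher in 3mlpa at S1 (12 when adjusted over the list alone), 4 lower in 1mlpa (14 when adjusted over the list alone), and all 15 differed between the pairs, with a median difference of 3.89. Without replicate 1, 2 and 3 of every group, 3, 4 and 9 of the 11 genes that Table 1 gives for 3mlpa were called, and 4, 0 and 0 of the 14 that it gives for 1mlpa. The paper chose these genes on the same samples, so they are not independent evidence. Of 66 wound, touch and jasmonate genes listed without regard to Table 1, of which 7 are in it, 46 were higher and 1 lower in 3mlpa (49 and 1 when adjusted over the list alone), and 3 lower in 1mlpa (28 when adjusted over the list alone). As a set they had adjusted p = 0.573 with an estimated correlation in 3mlpa and 0.415 in 1mlpa. The authors had called 66 of the 67 members of this list in some comparison, so it is not independent evidence either. Of the 116 genes lower in 1mlpa at S1, 115 had a log2 fold change above 0 in 3mlpa and 57 were called in both pairs, all in opposite directions, which would be the same direction with the names 1mlpa and 1MWT exchanged. The 1MWT libraries differ among themselves in this list, at 2.34, 2.90 and 3.40, and with the clock index as a term the 1mlpa count at S1 was 13.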

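Genes of lipid storage, seed germination and dormancy are gathered in the paper's module 42, which held 19 of 457 genes of lipid storage, 4.2% against 0.27% outside it (one-sided Fisher's exact test, p = 6.46e-15), 18 genes of seed germination (p = 2.96e-06 from the exact test) and 15 of seed dormancy (p = 2.92e-05). It also held 3 genes of the omega-6 desaturase (p = 4.32e-05 from the exact test), which makes linoleic acid. Of 18 genes of embryo maturation regulators such as ABI3, FUS3 and LEC1, 10 rose and 2 fell from S1 to S2 in 3mlpa, 11 and 3 in 3MWT, 11 and 2 in 1mlpa and 4 and 0 in 1MWT (10, 11, 11 and 4 rose when adjusted over the list alone). As a set in 3mlpa they had adjusted p = 0.415 with an estimated correlation. The 2 genes that Table 1 or the paper's network places in this module were highest in 3mlpa at S5 by the mean of their scaled log2 RPKM.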

We also found that genes in module 42 are highly expressed at the last stage of seed development and this module is enriched with genes functioning in seed dormancy, seed germination and lipid storage (Figure 3B). Genes in module 36 are highly expressed in the middle stages of seed development and are enriched with genes in starch and lipid biosynthesis (Figure 3B, box d). 

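In the paper's module 36 the strongest terms were those of the chloroplast. Of 270 genes, 69 (25.6%) belonged to the thylakoid against 1.07% outside (one-sided Fisher's exact test, p = 3.68e-66) and 63 to photosynthesis (p = 1.12e-51 from the exact test). Starch synthesis took 9 genes (p = 0.000213 from the exact test), 3.3% against 0.71% outside, and fatty acid synthesis 10 (p = 2.18e-06), with 0.49% outside. Of 96 nuclear genes of light harvesting, 23 rose from S2 to S3 in 3MWT, with adjusted p = 0.545 with an estimated correlation as a set, and 6 in 3mlpa. In 1mlpa and 1MWT edgeR called 0 and 0 of them. The starch gene APL2 (Glyma.14G072500), a large subunit of the enzyme that makes ADP-glucose, rose from S1 to S2 by a log2 fold change of 2.20 (standard error 0.37, adjusted p = 3.19e-05) in 3mlpa and 2.11 in 3MWT. The 2 genes that the paper's network places in this module were highest in 3MWT at S3 by the mean of their scaled log2 RPKM.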

The functional enrichment of genes in these modules indicates that our clustering analysis can find genes representing biological functions that are known to be active at different stages of seed development. We also found that some modules have genotype-specific expression patterns. For example, module 7 is highly expressed only in 3MWT, which is enriched with genes functioning in photosynthesis, translations, and transcription (Figure 3B, boxes a,c). This result shows some gene modules have genotype-specific expression pattern and are enriched with specific functional genes.

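Homologs of chloroplast-encoded genes were far higher in old 3MWT seeds than in 3mlpa seeds, and their share of the counts was already higher in 3MWT at S2 and S3. The homolog of RBCL (Glyma.12G061600), which encodes the large subunit of Rubisco, was at 1.67 ± 0.59 CPM in 3mlpa and 249 ± 186 CPM in 3MWT at S5 (SD, n = 3), a log2 fold change of -7.22 (standard error 0.65, adjusted p = 1.88e-11). The homolog of PSBA (Glyma.13G028200), a photosystem II core protein, was lower in 3mlpa (log2 fold change -4.92, standard error 0.57, adjusted p = 1.61e-08) at S4. All 109 tested homologs of chloroplast-encoded genes were lower in 3mlpa at S4 and at S5, with median log2 fold changes of -5.34 and -5.03, and as a set they had adjusted p = 0.00711 with an estimated correlation at S4 and 0.0885 at S5. Homologs of mitochondrial genes moved with them, 21 of 22 lower at S4 and 22 at S5, with medians of -3.94 and -3.51 and adjusted p = 0.079 and 0.254 with an estimated correlation. Nuclear genes of light harvesting and the photosystems had medians of -0.46 and -0.76, and 19 of 96 were lower at S5 (22 when adjusted over the list alone). In the paper's module 7, 92 of 172 genes belong to photosynthesis (one-sided Fisher's exact test, p = 1.85e-117), 83 to transcription elongation and 24 to translation.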

**Table 1:** Differentially expressed genes from co-expression modules in early stages of seed development.

**Cluster ID**	**GO Term**	**Gene Name**	**Log2 fold change**		**Arabidopsis homolog**	**Gene Symbol**	**Description**
			**3mlpa vs. 3MWT-S1**	**1mlpa vs. 1MWT-S1**			
22	GO:0048838: release of seed from dormancy	Glyma.01G153300	3.13805	−2.84401	AT4G19230	*CYP707A1*	Cytochrome P450, family 707, subfamily A, polypeptide 1
	GO:0009738: abscisic acid-activated signaling pathway	Glyma.12G073000	2.67451	−2.55671	AT3G45640	*MPK3*	Mitogen-activated protein kinase 3
		Glyma.U021800	2.5946	−2.50453	AT3G45640	*MPK3*	Mitogen-activated protein kinase 3
		Glyma.07G023300	2.96832	−2.24850	AT1G80840	*WRKY40*	WRKY DNA-binding protein 40
		Glyma.10G082400	1.40473	−1.55483	AT3G11820	*SYP121, SYR1, PEN1*	Syntaxin of plants 121
		Glyma.08G271900	2.04156	−1.54559	AT1G32640	*RD22BP1, JAI1, JIN1, MYC2, ZBF1*	Basic helix-loop-helix (bHLH) DNA-binding family protein
		Glyma.03G138000	0	−1.46586	AT3G57530	*CPK32, CDPK32*	Calcium-dependent protein kinase 32
		Glyma.05G194100	0	−1.41822	AT3G52430	*PAD4*	Alpha/beta-Hydrolases superfamily protein
		Glyma.17G126400	1.18340	−1.31950	AT3G48360	*BT2*	BTB and TAZ domain protein 2
42	GO:0009845: seed germination	Glyma.17G086400	1.56707	0	AT3G01570	*-*	Oleosin family protein
49	GO:0009738: abscisic acid-activated signaling pathway	Glyma.15G078600	0	−1.84111	AT1G28480	*GRX480, roxy19*	Thioredoxin superfamily protein
		Glyma.14G066400	0	−1.10638	AT3G11410	*PP2CA, AHG3*	Protein phosphatase 2CA
53	GO:0009737: response to abscisic acid	Glyma.13G119500	1.60968	−2.02755	AT3G17510	*CIPK1, SnRK3.16*	CBL-interacting protein kinase 1
		Glyma.12G186800	2.75115	−1.95635	AT2G27310		F-box family protein
	GO:0009738: abscisic acid-activated signaling pathway	Glyma.12G186800	2.75115	−1.95635	AT2G27310		F-box family protein
	GO:0009733: response to auxin	Glyma.13G094900	4.14408	−2.26796	AT5G57560	*TCH4, XTH22*	Xyloglucan endotransglucosylase/hydrolase family protein

### Regulatory network interactions

Five different network inference algorithms were used to infer putative regulatory interactions between regulators and their targets (Figures 1, 4). 

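The regulators of the network include factors of abscisic acid, stomatal and flowering time pathways, such as ABF1 (Glyma.02G131700), SPCH (Glyma.13G040100) and a CDF-type DOF factor (Glyma.17G101000). SPCH rose from S1 to S2 in all lines, by log2 fold changes of 2.84 (standard error 0.41, adjusted p = 3.02e-06) in 3mlpa, 2.01 in 3MWT, 3.02 in 1mlpa and 2.46 in 1MWT. The deposited table holds 54 interactions of 54 transcription factors with 32 modules. All 54 factors were called in at least 1 comparison. In 3mlpa against 3MWT 14 were higher and 1 lower at S1 (14 and 1 when adjusted over the list alone), 13 and 0 at S3 and 7 and 1 at S5, and in 1mlpa against 1MWT edgeR called 0. The study chose them from its own calls on these samples, so these counts are not independent evidence.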

Fifty-four interactions between 54 transcription factors and 32 modules were predicted by all five algorithms (Supplementary Table 5). Some modules were predicted to be regulated by more than one transcription factor and no transcription factor was predicted to regulate two modules. The identified interactions represent highly stringent predictions and are a very conservative estimation of all possible interactions since only 0.06% of all 74,700 possible interactions were found to be significant by all five computational methods. 

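The predicted links spread thinly over the modules. Of the 32 target modules, 13 had 2 or more regulators and the most had 4. IDD2 (Glyma.13G327500), a zinc finger factor, and SPCH (Glyma.13G040100) are the regulators of module 16 that the paper's text names. The deposited network also lists the MYB factor Glyma.03G163100 for this module. IDD2 rose from S1 to S2 by a log2 fold change of 1.91 (standard error 0.29, adjusted p = 5.67e-06) in 3mlpa, 2.18 in 3MWT, 2.20 in 1mlpa and 1.08 in 1MWT. The network itself was not inferred again from the counts.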

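In the wider network most tested regulators were called between adjacent stages in some line. Its 406 interactions join 348 transcription factors with 60 modules. Of 345 factors tested, 328 were called in at least 1 comparison, 238 between adjacent stages in some line, 144 in 3mlpa against 3MWT and 4 in 1mlpa against 1MWT. The study admitted only factors it had called on these samples, so these counts are not independent evidence.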

Four hundred six interactions between 348 transcription factors and 60 modules were supported by four or more methods (Supplementary Figure 4, Supplementary Table 6), representing a larger number for predicted regulatory interactions. The network figure includes both directed and undirected edges (Figure 4). Each directed edge connects a transcription factor with its targeted gene module. Such edge represents predicted regulatory interactions. Each undirected edge connects a transcription factor to the module this factor belongs to. These undirected edges reflect the fact that each transcription factor is also co-expressed with other genes in the genome and can be assigned to a specific gene module. The regulatory interactions (directed edges) are further classified based on the differential expression pattern of the regulatory TFs. 

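Regulators that changed between stages in all 4 lines include SPCH (Glyma.13G040100) and IDD2 (Glyma.13G327500), which both rose from S1 to S2. Of the 54 regulators, 9 were called between adjacent stages in all 4 lines, and all 9 are among the 10 that the authors mark for this class. Without 1 replicate number the count was 0 to 4.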

We found 10 TF-module interactions (black arrows) in which the TFs are differentially expressed between stage comparisons (Supplementary Figure 1B) in both mutants (*3mlpa* and *1mlpa*) and both non-mutants (3MWT and 1MWT). These interactions are not affected by the mutations or genetic backgrounds. 

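ABF1 (Glyma.02G131700), a bZIP factor of abscisic acid signaling, fell from S1 to S2 in 3MWT (log2 fold change -1.23, standard error 0.26, adjusted p = 0.00024) and in 1mlpa (log2 fold change -1.03, standard error 0.25, adjusted p = 0.00157). In 3mlpa the value was -0.61 (adjusted p = 0.078) and in 1MWT -0.86 (adjusted p = 0.0232), which did not pass the test. With the lines named as in the count columns, 3 of the 54 regulators were called between stages in a non-mutant and in no mutant. Without replicate 1, 2 or 3 this count was 1, 9 or 3. Of the 10 that the authors mark in green, all 10 were called in 1mlpa, and only Glyma.04G093300 and Glyma.11G231500 also in 3mlpa. With the names 1mlpa and 1MWT exchanged, as in the authors' flags, 11 regulators were of this class, 7 of them green. Whether a call in one line and not in another is a difference between the lines was not tested for each regulator.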

We found 10 interactions (Figure 4, green arrows) in which the TFs are differentially expressed between stage comparisons for non-mutants but not in mutants. These interactions are potentially lost due to the mutations. 

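Among regulators called between stages in a mutant alone, edgeR found 8 of 54, of which 3 are among the 9 that the authors mark in blue. With the names 1mlpa and 1MWT exchanged, as in the authors' flags, there were 6, all of them blue. The MYB factor Glyma.13G309200, best matched by MYB101, is not one of the 54 regulators and is listed only in the wider network. It fell in 1mlpa from 5.28 ± 1.62 CPM at S1 to 1.31 ± 0.665 CPM at S2 (SD, n = 3, adjusted p = 0.000374), and its other steps did not pass the test. DESeq2 with its fold change prior found 14 regulators of this class, and without 1 replicate number edgeR found 2 to 11.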

We also found nine interactions (blue arrows) that are not present in the non-mutants, but are present in either one of the mutants, suggesting that these interactions are gained in the mutants. Finally, we found 14 interactions (red arrows) that are not present in either the mutants or the non-mutants, but the TFs are differentially expressed when comparing *3mlpa* to 3MWT at one or more developmental stages. These interactions are altered in *3mlpa*/3MWT and do not change the trajectory of gene expression between stages but affect gene expression within specific stages. 

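The CDF-type DOF factor gene Glyma.17G101000 is a regulator that was called in no step of any line and differed between 3mlpa and 3MWT. Of the 54 regulators, 19 were called in no step of any line but in 3mlpa against 3MWT at 1 or more stages. These include all 14 that the authors mark in red, and 3 of those marked in blue. The count was 10 to 12 without 1 replicate number.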

We found that many TFs are also connected to the target modules by undirected edges, indicating that these genes are co-expressed with their target genes. We also found several cases where a TF does not regulate its own module but is regulating other modules, suggesting our method can find non-linear interactions between TF and target modules. 

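Most regulators belonged to the module they were predicted to regulate, and some did not. Of 54 regulators, 43 were in their target module by the deposited table and 11 in another. For regulators and targets in one module, shared expression is part of how the module was made, so these numbers do not measure regulation.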

All the predicted regulatory interactions are provided as a (Supplementary Tables 5, 6).

**Figure 4:**
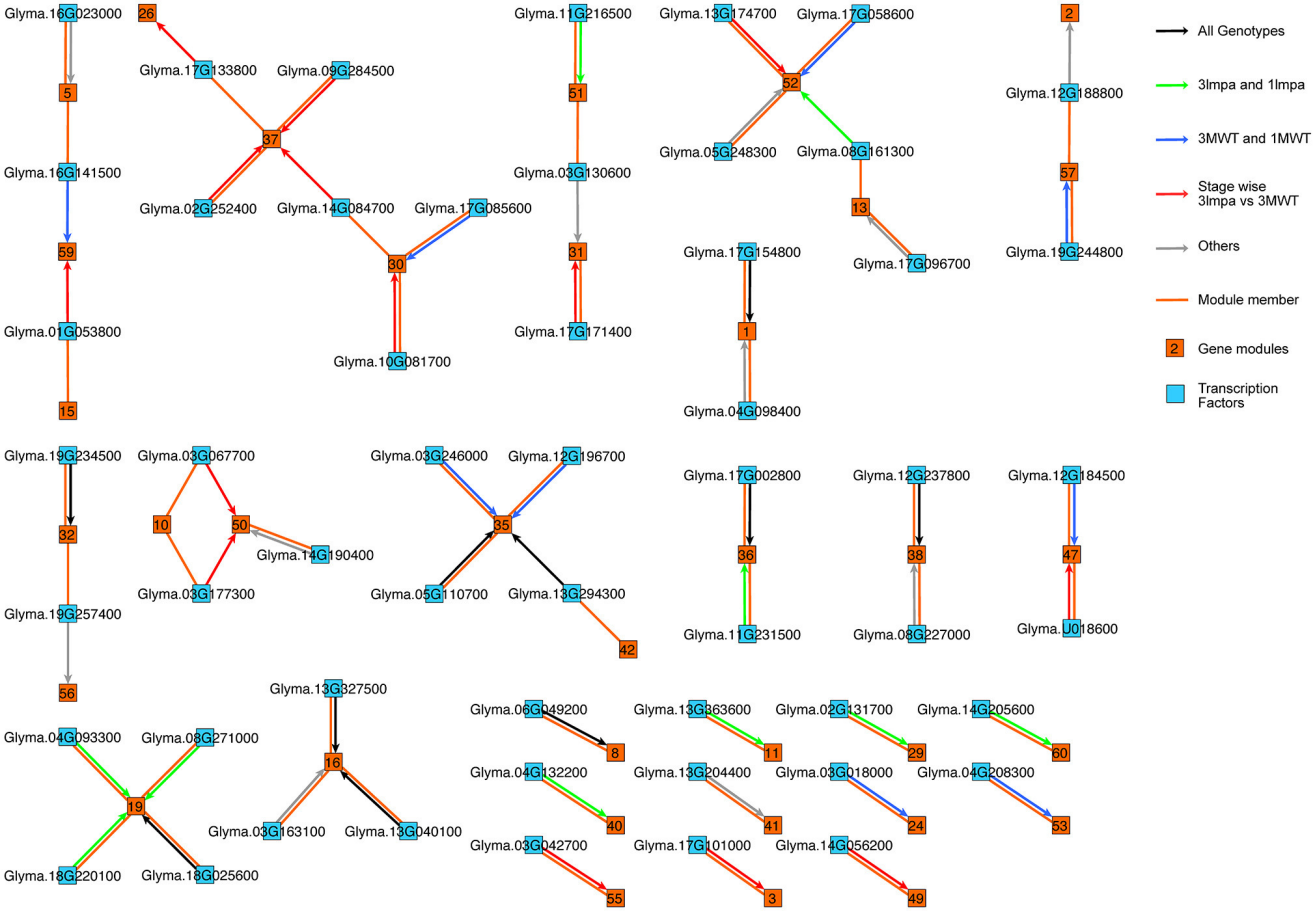
Gene regulatory networks in low phytic acid mutants and non-mutant seeds. Directed edges (with arrowheads) represent predicted regulatory interactions. Undirected edges (without arrowheads) connect each transcription factor and the co-expression module to which the transcription factor belongs. Black arrows: the TFs are differentially expressed in between stage comparisons in both mutants (*3mlpa* and *1mlpa*) and both non-mutants (3MWT and 1MWT). Green arrows: the TFs are differentially expressed in between stage comparisons for non-mutants but not in mutants. Blue arrows: the TFs are not differentially expressed in the non-mutants but are differentially expressed in either one of the mutants. Red arrows: the TFs are differentially expressed when comparing *3mlpa* to 3MWT at one or more developmental stages. Grey arrows: interactions that do not belong any of the above four categories.

### Validation of predicted regulatory networks

To validate the results from the computational inference, we compared the regulatory network as predicted by our methods with published regulatory interactions observed in the model plant species, *Arabidopsis*. We combined three recently published *Arabidopsis* genome-wide gene regulatory networks (Sparks et al., 2016), including 2,914 regulatory interactions between 578 regulators and 717 targets. We mapped soybean genes to *Arabidopsis* genome and searched for predicted regulator-module interactions, which are also found in *Arabidopsis*. Among 54 interactions we predicted, five TF-module interactions and 13 TF-gene interactions from this dataset are also found in the *Arabidopsis* regulatory networks (Supplementary Table 7), providing support for the predicted gene regulatory networks. This small overlapping is expected because the current *Arabidopsis* interaction network (2914 interactions) is only a tiny fraction of true interactions that happen *in-vivo* (see discussion).

Transcription factors regulate their target through binding of sequence specific motifs in the promoter regions of the target genes. To further validate the predicted regulatory networks, we performed promoter motif search. Among many programs that are available for motif discovery, the MEME suite contains the most comprehensive sets of programs that allows users to perform motif discovery, motif search and motif comparison. We used the MEME program to identify motifs in the promoter regions of genes in each gene module. We tested the enrichment of these newly discovered motifs and identified 101 motifs that are enriched in 36 modules, with each module having one or more enriched motifs. In our predicted interaction networks, there are 54 transcription factors that regulate 32 modules. We found that 21 out of these 32 modules contain one or more enriched motifs (Supplementary Table 8). These motifs are putative binding sites of the 54 transcription factors that are regulating genes in these modules.

To further validate the results of the motif search, we compared our newly discovered motifs to a database of motifs generated by direct sequencing of binding sites of over 400 *Arabidopsis* TFs. The pattern of these motifs is represented by position specific weight matrices (PSWM) (Bailey et al., 2009). This comparison aims at testing whether any of the enriched motifs are similar to the binding motifs of the genes in the same gene family in *Arabidopsis*. For example (Table 2), we found that a bZIP transcription factor (Glyma.19G244800, whose most similar *Arabidopsis* gene is AT5G28770) is regulating module 57 in our predicted network. Our analysis found a GCCACGT motif enriched in the promoter regions of module 57 (*p* < 1.21e-3). This motif is highly similar to the binding motif (GCCACGT) of an *Arabidopsis* bZIP transcription factor (*p* < 1.82e-10). Four such examples are shown in Table 2. Among the 21 modules with enriched motifs in our predicted regulatory networks, we found that 17 motifs are highly similar to the corresponding *Arabidopsis* motifs in the same TF gene family (Supplementary Table 8), providing strong support to the validity of our predictions.

**Table 2:** Motifs enrichment analysis.

**TF name**	**TF family**	**Target module name**	**ATH TF name**	**Motif enrich adj *p*-value**	**MEME motif**	**DAP-seq motif**	**Motif similarity *p*-value**
Glyma.19G244800	bZIP	57	AT5G28770	1.21E-03	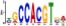	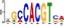	1.82E-10
Glyma.03G042700	WRKY	55	AT2G38470	1.14E-03	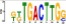	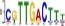	4.14E-05
Glyma.05G110700	bHLH	35	AT4G37850	6.20E-03	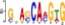	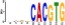	8.09E-05
Glyma.17G101000	Dof	3	AT3G47500	3.79E-04	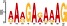	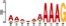	8.87E-05

“*ATH TF name” is Arabidopsis transcription factor gene homologous to the soybean transcription factor gene. “Motif enrich adj p-value” is the enrichment p-value for each of the motif found in the promoter regions of predicted gene modules. “DAP-seq motif” is the most similar motif from DAP-seq database. “Motif similarity p-value” represents the significance of similarity between the motifs found in promoters in the gene modules and the DAP-seq motifs. All significantly enriched motifs and their corresponding DAP-seq motifs are provided in Supplementary Table 8*.

### Regulatory network changes and genes in phytic acid metabolic pathways

To understand the connections between transcription regulation and metabolic pathways that were altered in the *3mlpa* and *1mlpa* mutant lines, we downloaded the metabolic pathway annotation from the SoyCyc 7.0 database. We mapped genes in myo-inositol metabolism, stachyose metabolism and sucrose metabolism to different gene modules, because these metabolites are altered as a result of *lpa* mutations (Supplementary Table 3). We found that there were 64 genes involved in these metabolic pathways, which mapped to 34 gene modules (Supplementary Table 3). 

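Genes of phosphate release from inositol phosphates and of sugar metabolism differed between 3mlpa and 3MWT in both directions. The inositol polyphosphate 5-phosphatase gene IP5PII (Glyma.01G200500) was at 14.1 ± 1.55 CPM in 3mlpa and 4.67 ± 0.475 CPM in 3MWT at S1 (SD, n = 3). Of 9 tested genes of this enzyme family, 2 were higher in 3mlpa at S1, 2 at S3 and 1 was lower at S5, and 4 were called at some stage (4 when adjusted over the list alone). Of 11 sucrose enzyme genes, 3 sucrose synthases were lower at S5, among them SUS6 (Glyma.14G209900) (log2 fold change -1.62, standard error 0.35, adjusted p = 0.000676). From S1 to S2 SUS2 (Glyma.15G151000) rose by a log2 fold change of 1.69 (standard error 0.36, adjusted p = 0.000626) in 3mlpa, 1.95 in 3MWT and 2.41 in 1mlpa. Over all 26 comparisons 56 of 62 tested genes of the list were called (62 when adjusted over the list alone). The list consists of genes the study had called on these samples.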

Twelve of the 64 genes were involved in stachyose (or raffinose family oligosaccharides (RFOs)) biosynthesis and eight were associated with inferred gene regulatory networks (Figure 5). 

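Genes of raffinose family sugars went both ways in 3mlpa. The gene SIP2 (Glyma.04G190000), annotated as a raffinose synthase, was higher than in 3MWT at S1 by a log2 fold change of 1.48 (standard error 0.21, adjusted p = 1.59e-06), at S3 by 1.36, at S4 by 1.18 and at S5 by 1.51. The alpha-galactosidase gene AGAL1 (Glyma.09G273400), whose enzyme class breaks these sugars down, was lower at S1 (log2 fold change -1.45, standard error 0.27, adjusted p = 0.000115). Of 14 tested genes, 3 were higher and 3 lower in 3mlpa at S1 (5 and 3 when adjusted over the list alone), 3 and 1 at S5, and 10 were called at 1 or more stages (11 when adjusted over the list alone). In 1mlpa against 1MWT edgeR called 0. These genes were chosen by the study on the same samples.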

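Both seed imbibition protein genes of module 29 were higher in 3mlpa than in 3MWT at S2, Glyma.02G303300 by a log2 fold change of 1.20 (standard error 0.24, adjusted p = 0.000375) and Glyma.14G010500 by 1.42 (standard error 0.36, adjusted p = 0.00413). From S1 to S2 Glyma.02G303300 fell in 3MWT (log2 fold change -1.61, standard error 0.24, adjusted p = 2.04e-06) and in 1mlpa (log2 fold change -1.07, standard error 0.23, adjusted p = 0.000498), and in 3mlpa and 1MWT the values were -0.92 (adjusted p = 0.00396) and -0.67 (adjusted p = 0.056). Glyma.14G010500 fell in 3MWT (log2 fold change -1.22, standard error 0.36, adjusted p = 0.00891). At S1 it was at 164 ± 31.6 CPM in 3mlpa, 79.0 ± 7.49 in 3MWT, 77.7 ± 9.41 in 1mlpa and 128 ± 55.4 in 1MWT (SD, n = 3). ABF1 (Glyma.02G131700) was higher in 3mlpa than in 3MWT at S4 by 1.26 (standard error 0.32, adjusted p = 0.0054) and at S5 by 1.61 (standard error 0.37, adjusted p = 0.00139), when neither of its predicted targets passed the test. At S1 it was at 11.3 ± 0.786, 9.03 ± 2.32, 11.1 ± 0.867 and 10.9 ± 1.83 CPM in the order of lines above.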

In module 29, which is up-regulated in the first stage of seed development, two genes (Glyma.02G303300 and Glyma.14G010500, both encoding raffinose synthase / seed imbibition protein 1) were found to be regulated by a bZIP transcription factor (Glyma.02G131700). This bZIP transcription factor is homologous to *ABF1* (ABA response element-binding factor 1) in *Arabidopsis*, providing a potential connection between ABA response and stachyose biosynthesis (Figure 5). Some of the enzymes involved in *myo*-inositol biosynthesis are regulated similarly in mutant and non-mutant lines. For example, inositol-polyphosphate 5-phosphatase (Glyma.20G170500) and inositol-phosphate phosphatase (Glyma.09G011100) are found in module 16. 

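The inositol polyphosphate 5-phosphatase gene Glyma.20G170500 rose from S1 to S2 in all 4 lines, by log2 fold changes of 1.45 (standard error 0.27, adjusted p = 0.000107) in 3mlpa, 1.62 in 3MWT, 1.82 in 1mlpa and 1.19 in 1MWT, and was at 21.0 ± 3.34, 17.5 ± 2.93, 27.3 ± 2.07 and 22.7 ± 0.712 CPM at S4 (SD, n = 3). The inositol phosphate phosphatase gene Glyma.09G011100, best matched by VTC4, which frees myo-inositol from its phosphate, rose at different steps, in 1mlpa from S1 to S2 by 1.10 (standard error 0.29, adjusted p = 0.00346), in 3mlpa from S2 to S3 by 1.33 (standard error 0.28, adjusted p = 0.001) and in 1MWT from S3 to S4 by 1.34 (standard error 0.28, adjusted p = 0.000988). Neither gene was called between a mutant and its non-mutant at any stage, and a call that is missing does not show that the levels were equal.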

Genes in this module are up-regulated during mid-stages of seed development. 

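Transcripts of both regulators that the paper's text names for module 16 were at their lowest at S1. The bHLH factor gene Glyma.13G040100 was at 0.132 ± 0.0832 CPM at S1 and 1.71 ± 0.216 CPM at S3 in 3mlpa (SD, n = 3), and the zinc finger factor gene Glyma.13G327500 at 3.08 ± 0.606 and 19.9 ± 0.458 CPM. Neither was called between a mutant and its non-mutant. Over the 5 genes that the paper's text or network places in module 16, the highest group mean of scaled log2 RPKM was in 1mlpa at S3. The lowest was in 3mlpa at S1.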

Module 16 is predicted to be regulated by two transcription factors, a bHLH transcription factor (Glyma.13G040100) and a C2H2 transcription factor (Glyma.13G327500). The bHLH transcription factor is homologous to SPCH, which regulates stomatal lineage specification during embryo development (Danzer et al., 2015). Some regulatory interactions are only found in non-mutants. For example, genes from module 40 are predicted to be regulated by Glyma.17G085600, a MYB-related transcription factor, and this module contains two genes related to *myo*-inositol biosynthesis (Glyma.07G107000 encoding inositol-polyphosphate 5-phosphatase and Glyma.05G180600 encoding inositol-1-phosphate synthase). This module is highly expressed in the early stage of seed development and the MYB-related transcription factor is similar to *RSM1* in Arabidopsis, which has been found to be related to auxin signaling in early morphogenesis (Hamaguchi et al., 2008). 

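The MYB-related factor gene Glyma.17G085600 fell from S4 to S5 in 1MWT (log2 fold change -2.26, standard error 0.49, adjusted p = 0.000569), its only call between stages or lines. The inositol phosphate synthase gene Glyma.05G180600, a MIPS3 paralog, fell from S1 to S2 in 3MWT (log2 fold change -2.39, standard error 0.38, adjusted p = 5.42e-06) and in 1mlpa (log2 fold change -1.58, standard error 0.37, adjusted p = 0.00122), with values of -0.74 (adjusted p = 0.166) in 3mlpa and -0.94 (adjusted p = 0.0917) in 1MWT. The 5-phosphatase gene Glyma.07G107000 was lower in 3mlpa than in 3MWT at S5 (log2 fold change -1.08, standard error 0.26, adjusted p = 0.00264) and passed the test in no step from S1 to S2, where its value in 1mlpa was -0.97 (adjusted p = 0.00199). The paper's text gives Glyma.17G085600 as the regulator of module 40, while its network table lists it with module 30 and Glyma.04G132200 with module 40.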

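In the youngest seeds the MIPS3 paralog Glyma.05G180600 was at 211 ± 15.9 CPM in 3mlpa, 422 ± 193 in 3MWT, 369 ± 9.79 in 1mlpa and 233 ± 76.4 in 1MWT (SD, n = 3), and at S5 it was at 24.1 ± 2.73, 53.9 ± 14.6, 23.3 ± 3.33 and 23.1 ± 3.35 CPM. The MYB-related gene Glyma.17G085600 was at 5.4 ± 1.12, 3.18 ± 0.366, 4.37 ± 0.968 and 4.25 ± 1.94 CPM at S1. Over the 3 genes that the paper's text or network places in module 40, the highest group mean of scaled log2 RPKM was in 1mlpa at S1. The lowest was in 3mlpa at S5.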

Several target genes associated with regulation of phytic acid biosynthesis pathway matched with those discovered in co-expression network of developing maize kernel with low phytic acid content (Zhang et al., 2016). These predictions provide genotype-specific, testable hypotheses that may connect gene expression patterns with putative regulatory TFs and hormone regulations during different seed developmental stages.

**Figure 5:**
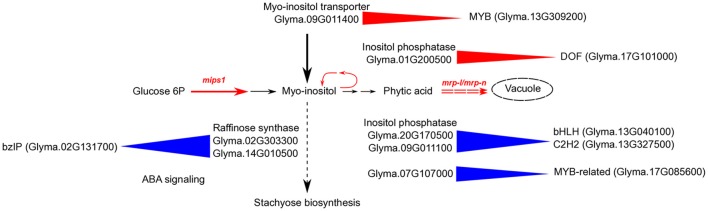
Schematic diagram of regulation of inositol pathway in low phytic acid soybean mutants. Black arrows represent the flow of *myo*-inositol in multiple pathways in non-mutant plants. Red solid arrows with *mips1* label represent mutation in the rate-limiting first step of inositol pathway, catalyzed by myo-inositol phosphate synthase. Red dashed double arrows represent mutation in MRP-type ABC transporters (*mrp-l/mrp-n*) that block the last step in the inositol pathway, which is the movement of phytic acid to storage vacuoles. The *myo*-inositol pathway is blocked in single mutant (*mips1* or *1mlpa*) at the first step, and in triple mutant (*mips1/mrp-l/mrp-n*) at both first and last steps. Blue triangles represent predicted positive regulation in non-mutants. Red triangles represent predicted gene regulations in both single and triple mutants. For example, a bZIP transcription factor (Glyma.02G131700) is homologous to the well-known ABF1, and is involved in ABA signaling. This transcription factor is predicted to positively regulate raffinose synthase in non-mutant genotypes. A DOF transcription factor (Glyma.17G101000) is predicted to regulate inositol phosphatase in mutants. This enzyme is involved in breakdown of inositol pathway intermediates to form *myo*-inositol. A MYB transcription factor (Glyma.13G309200) is predicted to regulate *myo*-inositol transporter in mutants.

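The 5-phosphatase gene IP5PII (Glyma.01G200500) was higher in 3mlpa than in 3MWT from S1 to S4, by log2 fold changes of 1.59 (standard error 0.19, adjusted p = 6.14e-08) at S1, 1.26 at S2, 1.08 at S3 and 1.07 at S4. At S5 the value was 0.75 (adjusted p = 0.0066), under the fold change threshold. In 1mlpa against 1MWT its values were -0.18 at S1 and -0.12 at S5, and no stage was called, and the difference between the pairs at S1 was 1.77 (standard error 0.27, adjusted p = 7.5e-06).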

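The MYB factor gene Glyma.13G309200 was highest in the youngest seeds of each line, at 3.34 ± 0.785 CPM in 3MWT and 4.87 ± 0.929 in 1MWT at S1 (SD, n = 3). It was not called between a mutant and its non-mutant at any stage. The inositol transporter gene INT4 (Glyma.09G011400) rose from S1 to S2 in 3mlpa by a log2 fold change of 1.04 (standard error 0.28, adjusted p = 0.00753) and in 3MWT by 1.61 (standard error 0.32, adjusted p = 0.00013). The paper's text gives the factor as the regulator of module 5, which holds INT4, while its supplementary table lists the factor with module 4.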

## Discussion

In this study, we performed computational inference of gene regulatory networks using data from developing soybean seeds from two mutants (*3mlpa* and *1mlpa*), with *lpa*-causing mutations, and the respective non-mutant siblings (3MWT and 1MWT). We identified co-expression gene modules with distinct and genotype specific expression patterns. These gene modules are also enriched with genes with various functional categories that are related to different stages of seed development. We identified transcription factors and their putative targets using supervised machine learning methods. Some of these transcription factors are differentially expressed only in non-mutants or only in mutants, suggesting that their regulations are lost or gained due to mutations. Many genes that encode enzymes in the metabolic processes of phytic acid, myo-inositol, sucrose, and stachyose and related oligosaccharides are found in these gene modules. Overall, our analysis provides a framework to connect transcription factors with genes in biological processes such as phytic acid metabolism, auxin-abscisic acid signaling and seed dormancy.

### Importance of regulatory network inference

The predicted interactions provide a testable hypothesis for experimental validation using transgenic plants or ChIP-seq experiments. The results from this analysis can also be used to guide interpretation of other genomic mapping experiments such as genome wide association studies or quantitative trait loci analyses and to provide guidance for refining candidate gene lists. Soybean has a complex genome, which encodes over 4,500 putative transcription factors and over 46,000 coding genes. Although transcriptome data have become widely accessible for research in soybean and other crop species, it is still challenging to identify mechanistic connections between the observed transcriptome data with underlying regulatory networks. Differential gene expression analyses can be used to identify candidate genes that change under certain conditions or in specific mutants. However, in most situations, one still faces the problem of interpreting a long list of differentially expressed genes.

Our approach provides one alternative solution to this problem using well-developed machine learning methods to infer regulatory interactions. Our method implements the “community approach,” which has been shown to provide better performance than any individual method alone. The five computational methods are based on fundamentally different statistical and mathematical formulations thus complement each other and provide a list of highly confident prediction results. Our approach successfully reduces the total number of candidate genes from over 10,000 genes that change in at least one comparison to 54 transcription factors, providing a much shorter list of key genes that can be focused on for validation experiments. However, combining five methods also limited the total number of predicted interactions (54 predicted interactions), because each method predicts some interactions that are not predicted by other methods.

We validated the predicted interactions using *Arabidopsis* gene regulatory networks. *Arabidopsis* is the model plant species, which provides most gene regulatory network information among all plant species. Although soybean and *Arabidopsis* diverged over 120 million years ago, key genes in metabolic pathways and signaling networks are conserved in both species (Jung et al., 2000; Hegeman et al., 2001; Le et al., 2010; Xu et al., 2011; Leite et al., 2014; Gerrard Wheeler et al., 2016), which is expected for a physiological process as conserved as seed development. Therefore, one can expect some regulatory interactions to be conserved between these two species. In fact, 13 interactions predicted by our method are also found in the *Arabidopsis* gene regulatory networks (Supplementary Table 7). The *Arabidopsis* genome contains approximately 2200 TFs and more than 27000 genes (Jin et al., 2015, 2017; Cheng et al., 2016). There are more than 59 million possible interactions between these TF and genes. Although the number of biologically active interactions is probably < 1% of all possible interactions, the total number of true interactions is still far more than the 2914 interactions that were used in this comparison. Therefore, it is not surprising that we found a small overlap between the predicted interactions and those identified in *Arabidopsis*. As more interactions will be identified in both plant species, we would expect such overlap to increase. In our analysis, 17 motifs from 21 enriched modules (Supplementary Table 8) similar to the motifs identified in *Arabidopsis* orthologous genes, indicating that the interactions identified in this study are likely to be conserved between the two species. The actual number of conserved interactions is likely to be underestimated, because the regulatory network from *Arabidopsis* is far from complete. Nevertheless, our results provide an important first step toward characterizing gene regulatory networks in soybeans and other crop species.

One would expect more transcription factors being active during the seed development process. To observe a larger number of predicted interactions, we also provide results that are predicted by four out of five methods (Supplementary Table 6). This can be further extended to include predictions from fewer methods. Although aggregating multiple methods has been shown to outperform individual methods, some predictions by a specific method can represent interactions that cannot be detected by other approaches. If a specific target gene or specific function is of interest, one can also use our method to generate a ranked list of all predictions for the target of interest and use predicted regulators as candidate genes.

### Regulation of *myo*-inositol metabolism in *3mlpa* mutant line

*Myo-*inositol is an essential signaling molecule with multifunctional properties including gene regulation, chromatin modeling, mRNA transport, signal transduction, cell death, pathogen resistance, vesicle trafficking, plasma membrane, and cell wall formation (Martin, 1998; Stevenson et al., 2000; Chen and Xiong, 2010). It is synthesized in a two-step pathway (Figure 5), where glucose-6-phosphate is first converted to inositol monophosphate (IMP), a rate-limiting step catalyzed by MIPS1 enzyme, followed by dephosphorylation of IMP to form *myo*-inositol (Loewus and Murthy, 2000). Upon synthesis, *myo*-inositol is utilized in and recycled from multiple metabolic pathways such as biosynthesis of phytic acid and RFOs (such as stachyose and raffinose), inositol and phosphatidylinositol intermediates, auxin-inositol conjugates and glucuronic acid.

The *mips1* mutation in *Arabidopsis* is associated with reduction in cellular *myo*-inositol levels and defects in early embryogenesis (Meng et al., 2009; Chaouch and Noctor, 2010; Chen and Xiong, 2010; Donahue et al., 2010). The *mips1* mutation in soybean (as in parent V99-5089, *1mlpa* of this study) is associated with decreased levels of phytic acid and RFOs such as raffinose and stachyose, increased levels of sucrose and low emergence. The soybean *mips1* mutants also displayed normal RFO phenotype upon application of exogenous *myo-*inositol (Hitz et al., 2002). It is likely that, similar to *Arabidopsis*, the *mips1* mutation in soybean reduces *myo*-inositol levels, preventing RFO biosynthesis in parent V99-5089 (or in *1mlp*a), as *myo*-inositol is one of the starting substrates in this pathway. Since *myo*-inositol is not consumed by synthesis of RFO (it is a necessary intermediate, but recycled along the pathway), it is possible that the concentration of *myo*-inositol is reduced to such a low level such that synthesis of RFOs is greatly reduced. Sucrose is consumed in stachyose synthesis; it is therefore possible that inhibition of this pathway by the absence of *myo*-inositol is causing the increase in sucrose levels in V99-5089, due to accumulation of unused sucrose substrate.

The *mrp-l/mrp-n* mutations resulted in reduced seed phytic acid and low emergence, but did not alter the RFOs composition. In addition, the *myo-*inositol content in *mrp-l/mrp-n* mutant increases during the seed development phase prior to maturation (Israel et al., 2011). This suggests that in the presence of *mrp-l/mrp-n* mutations, the *mips1-*associated decrease in RFOs composition is restored, despite the reduced myo-inositol production due to the *mips1* mutation. This supports the prevalent hypothesis that the lack of transporters in the *mrp-l/mrp-n* mutant may trigger hydrolysis of cytoplasmic phytic acid to form inositol intermediates and *myo*-inositol, hence elevating the *myo*-inositol levels and preventing phytic acid synthesis, diverting the metabolic pathways to *myo*-inositol production (Figure 5). Another possibility is that lack of intracellular *myo*-inositol or phytic acid triggers feedback regulation that up-regulates transporters which can import inositol from the outside of the seed, hence elevating *myo*-inositol levels. This is in agreement with increase in the expression of inositol transporter genes during early stages of seed development in *3mlpa* mutant (Redekar et al., 2015).

In the present study, the inositol transporter gene (Glyma.09G011400) is also up-regulated in *1mlpa*, a single *mips1* mutant. This common up-regulation of inositol transporter in *mips1* and in *mips1/mrp-l/mrp-n* mutants suggests that these mutations are triggering the same signaling pathway (Figure 5). This inositol transporter gene belongs to module 5 and is predicted to be regulated by a MYB transcription factor (Glyma.13G309200), which represents a promising target for experimental validation (Figure 5). These target genes are in agreement with those identified in developing maize kernel with low phytic acid content (Zhang et al., 2016).

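The inositol transporter gene INT4 (Glyma.09G011400) was higher in 3mlpa than in 3MWT at S1, at 3.22 ± 0.475 and 1.13 ± 0.113 CPM (SD, n = 3), a log2 fold change of 1.52 (standard error 0.32, adjusted p = 0.000475), and at S5 by 1.24 (standard error 0.28, adjusted p = 0.00136). At S2, S3 and S4 its values were 0.95 (adjusted p = 0.0125), 0.93 (adjusted p = 0.0112) and 0.79. In 1mlpa against 1MWT it was at 1.54 ± 0.239 and 1.99 ± 0.734 CPM at S1, and the log2 fold changes from S1 to S5 were -0.35 (adjusted p = 0.794), 0.24, -0.25, -0.03 and 0.13, none of them called. Within 1mlpa it rose from S1 to S2 by 1.07 (standard error 0.30, adjusted p = 0.00663), and in 1MWT the same step was 0.48 (adjusted p = 0.327). The difference between the pairs at S1 was 1.87 (standard error 0.45, adjusted p = 0.00251). A second inositol transporter gene, INT2 (Glyma.09G087200), rose from S1 to S2 in all lines, by 1.85 in 3mlpa, 2.40 in 3MWT, 2.98 in 1mlpa and 2.50 in 1MWT.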

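Over the genes called in both line comparisons at S1, the mutants differed in direction with the lines named as in the count columns. All 57 were higher in 3mlpa and lower in 1mlpa, and 0 had the same direction. With the names 1mlpa and 1MWT exchanged, all 57 would have the same direction. The 117 calls in 1mlpa at S1 were 9 to 17 without 1 replicate of 1mlpa, 14 or 0 without 1MWT replicate 2 or 3 and 382 without 1MWT replicate 1. Of the 1860 genes higher in 3mlpa at S1, 1529 had a log2 fold change under 0 in 1mlpa. From the higher INT4 transcript in both mutants, the paper proposes that the mutations trigger the same signaling pathway.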

We identified over 30 genes associated with *myo*-inositol metabolism in this network analysis (Supplementary Table 3). Some of these genes belong to the modules that are only regulated in mutants. For example, an inositol-polyphosphate 5-phosphatase (Glyma.01G200500) is predicted to be regulated by a DOF transcription factor (Glyma.17G101000). This enzyme catalyzes an intermediate step in converting phytic acid to *myo*-inositol. 

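The DOF factor gene Glyma.17G101000 was higher in 3mlpa than in 3MWT at S1, at 8.4 ± 2.32 and 4.09 ± 1.22 CPM (SD, n = 3), a log2 fold change of 1.04 (standard error 0.29, adjusted p = 0.00659), and at S3 by 1.31 (standard error 0.30, adjusted p = 0.00136). At S2 its value was 0.99 (adjusted p = 0.0123), at S4 0.54 (adjusted p = 0.282) and at S5 1.08 (standard error 0.31, adjusted p = 0.0105), which did not pass the test. It was called in no comparison of 1mlpa with 1MWT, where its log2 fold changes lay between -0.52 at S2 and 0.06 at S1, and in no step between stages.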

The DOF transcription factor is differentially expressed when comparing *3mlpa* with 3MWT at stages 1, 3, and 5 and is not differentially expressed in any other comparisons. This observation is consistent with our hypothesis that in *3mlpa* mutant, phytic acid is recycled to produce *myo*-inositol, which participates in RFO synthetic pathways.

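Of 4 tested genes of inositol phosphate synthase, which makes new inositol phosphate from glucose 6-phosphate, 1 was lower in 3mlpa at S1 (1 when adjusted over the list alone), and of 9 genes of the 5-phosphatases 2 were higher. Transcripts of these enzymes do not measure phytic acid or inositol, which the files do not hold. The paper proposes that phytic acid in 3mlpa is recycled to myo-inositol, which enters the synthesis of raffinose family sugars.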

### Regulation of auxin-ABA signaling and seed dormancy-related genes in *lpa* mutants

A main goal of this work was to elucidate the molecular basis of negative downstream impacts of *lpa* mutations. Here we found one possible component of this: that in soybean these mutations greatly impact phytohormone pathways. In addition to *myo*-inositol, the importance of phytohormones such as auxin and ABA, in seed development is well-documented (Locascio et al., 2014). Auxin is a key hormone through all phases of seed development including embryogenesis, organ differentiation, endosperm formation, and seed maturation, whereas ABA is involved in onset and maintaining seed dormancy, and is active in the seed maturation and desiccation phases (Locascio et al., 2014). Cross signaling between auxin and ABA are involved in regulating seed dormancy and hence germination (Liu et al., 2013). Hormone signal transduction is controlled by regulating their biosynthesis, accumulation and distribution in different sections and stages of developing seeds by factors such as *myo*-inositol. The *Arabidopsis mips1* mutants have demonstrated defects in cotyledon development and reduced expression of basipetal auxin efflux carriers such as *PIN1* and *PIN2* (Chen and Xiong, 2010; Luo et al., 2011). The factors regulating cellular *myo*-inositol levels might therefore also regulate cross signaling of auxin and ABA. However, it is still unclear to what extent auxin-ABA cross signaling is disturbed in *lpa*-mutants.

In this study, nearly the entire spectrum of the auxin signaling pathway was identified and was differentially regulated in *1mlpa* and *3mlpa* mutants as compared to the corresponding wild types. 

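Of the auxin genes called in 3mlpa against 3MWT, more were higher than lower in 3mlpa from S1 to S4, and in 1mlpa few passed the test. Of all genes called, 73.9%, 71.7%, 71.3% and 45.1% were higher in 3mlpa from S1 to S4. A lean to higher values at S1 to S3 is therefore not particular to auxin genes, and whether it is stronger in them was not tested. At S4 the called auxin genes leaned higher (6 higher and 0 lower), unlike all genes called. The auxin-conjugating enzyme gene GH3.6 (Glyma.12G216700) was higher at S2 by a log2 fold change of 2.37 (standard error 0.38, adjusted p = 1.3e-05), and the repressor genes IAA4 (Glyma.10G031800) at S1 by 1.88 (standard error 0.33, adjusted p = 4.72e-05) and IAA19 (Glyma.07G034200) at S5 by 1.83 (standard error 0.33, adjusted p = 8.3e-05). The efflux carrier gene PIN7a (Glyma.15G208600) was lower at S1 (log2 fold change -1.64, standard error 0.28, adjusted p = 3.59e-05). ARF16 (Glyma.10G210600), an auxin response factor, was higher in 3mlpa at S1 by 1.15 (standard error 0.25, adjusted p = 0.000852) and lower in 1mlpa (log2 fold change -1.12, standard error 0.25, adjusted p = 0.00963). Of 188 genes of the paper's auxin list, 27 were higher and 6 lower in 3mlpa at S1 (27 and 6 when adjusted over the list alone), 23 and 4 at S2, 22 and 2 at S3, 6 and 0 at S4 and 11 and 10 at S5. Over the stages 72 were called in 3mlpa against 3MWT (76 when adjusted over the list alone) and 1 in 1mlpa against 1MWT (2 when adjusted over the list alone). The list holds genes the study called on these samples and is not independent evidence, and 1 replicate number left out lowered the count in 3mlpa to between 28 and 42.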

We identified 188 auxin-related genes differentially expressed in one or more comparisons tested in this study (Supplementary Table 3). These included genes involved in auxin metabolism, transport, signal transduction, and transcription regulation. 

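Over all 26 comparisons 168 of the 188 auxin genes were called (178 when adjusted over the list alone), most of them between stages. The dormancy-associated gene Glyma.20G237200 (DRM4) was higher in 3mlpa than in 3MWT at all 5 stages, by log2 fold changes of 2.42 (standard error 0.41, adjusted p = 3.42e-05) at S1 and 2.63 at S5. GH3.1 (Glyma.02G125600), an auxin-conjugating enzyme gene, was higher at S4 by 4.52 (standard error 0.82, adjusted p = 0.000126).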

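Genes of abscisic acid perception and response changed in both directions in 3mlpa. The receptor gene PYL2 (Glyma.04G050900) was higher than in 3MWT at S2 by a log2 fold change of 2.22 (standard error 0.49, adjusted p = 0.00117) and the receptor gene PYR1 (Glyma.01G097000) lower (log2 fold change -1.37, standard error 0.30, adjusted p = 0.00119). At S1 the HVA22 family gene Glyma.19G113900, induced by abscisic acid and stress, was higher by 3.94 (standard error 0.83, adjusted p = 0.000671), and a gene of an abscisic acid, stress and ripening induced protein (Glyma.10G224300) was lower (log2 fold change -3.23, standard error 0.71, adjusted p = 0.000845). Of 36 genes, 5 were higher and 2 lower at S1 (6 and 3 when adjusted over the list alone), 4 and 1 at S2, 1 and 1 at S3, 2 and 1 at S4 and 1 and 1 at S5. In all, 33 were called in at least 1 of the 26 comparisons and 12 in 3mlpa against 3MWT (13 when adjusted over the list alone). The study chose the list on these samples, so it is not independent evidence, and 1 replicate number left out lowered the count in 3mlpa to between 6 and 9.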

We also observed 36 genes from the ABA signaling pathway differentially expressed in one or more comparisons. The *1mlpa* vs. 1MWT comparison identified down regulation of two ABA catabolism genes in *1mlpa* (Glyma.01G153300 and Glyma.09G218600, which remove active ABA), whereas, in *3mlpa* vs. 3MWT comparison, these two genes are up-regulated.

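The CYP707A genes Glyma.01G153300 and Glyma.09G218600, whose enzymes break down abscisic acid, were higher in 3mlpa than in 3MWT at S1. CYP707A1 (Glyma.01G153300) was at 24.0 ± 12.1 and 1.75 ± 0.206 CPM (SD, n = 3), a log2 fold change of 3.78 (standard error 0.66, adjusted p = 5.32e-05), and it was higher again at S4 by 2.51 (standard error 0.63, adjusted p = 0.0057). Its paralog Glyma.09G218600 was at 5.98 ± 2.08 and 0.243 ± 0.0488 CPM, a log2 fold change of 4.59 (standard error 0.87, adjusted p = 0.000143). In 1mlpa the paralog was at 0.411 ± 0.239 CPM and in 1MWT at 3.95 ± 2.23 CPM, a log2 fold change of -3.27 (standard error 0.80, adjusted p = 0.0205), which did not pass the test, whereas CYP707A1 was called lower in 1mlpa. The differences between the pairs at S1 were 7.16 (standard error 0.91, adjusted p = 4.78e-07) for Glyma.01G153300 and 7.86 (standard error 1.18, adjusted p = 7.46e-06) for Glyma.09G218600. At S1 the wound and jasmonate genes moved with them, with medians of 2.46 in 3mlpa and -1.65 in 1mlpa.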

In summary, we identified potential candidate genes that may play a role in regulating inositol metabolism, auxin-ABA signaling and seed maturation-dormancy in low phytic acid soybean during seed development. Although follow up experiments are required to validate these findings, the comprehensive regulatory network and the computational analysis pipeline of this study has set the necessary groundwork for future hypothesis driven investigations.

## Author contributions

NR and MASM designed the experiment. NR performed the sequencing experiments. NR and SL analyzed the data. SL developed the machine-learning pipeline. NR, SL, GP, VR and MASM wrote the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

^1^https://phytozome.jgi.doe.gov/

^2^https://soybase.org/

^3^http://www.plantcyc.org/databases/soycyc/7.0

^4^http://www.plantcyc.org/

## Abbreviations

*lpa*: Low phytic acid
MIPS: *myo-*inositol phosphate synthase
MRP: Multi-drug resistance protein
DEG: Differentially expressed gene
RFO: Raffinose family oligosaccharide
ABA: Abscisic acid.

# Supplementary material for: Inference of Transcription Regulatory Network in Low Phytic Acid Soybean Seeds
**Source:** Front Plant Sci. 2017 Nov 30;8:2029. doi: 10.3389/fpls.2017.02029
**Supplement:** Supplementary file 13

## Supplementary Material

### Inference of transcription regulatory network in low phytic acid soybean seeds

Neelam Redekar<sup>1§</sup>, Guillaume Pilot<sup>2</sup>, Victor Raboy<sup>3</sup>, Song Li<sup>1\*</sup>, M. A. Saghai Maroof<sup>1\*</sup>

#### 1 Supplementary Information

##### 1.1 Network inference methods

###### 1.1.1 ARACNE

ARACNE is based on mutual information, which captures dependencies between data sets that cannot be found by simple correlation analysis. The mutual information ( $MI$ ) between a TF and the respective target module is calculated using the following equation:

$$MI(\{x_i\}, \{y_i\}) = \frac{1}{M} \sum_i \frac{f(x_i, y_i)}{f(x_i) * f(y_i)}$$

In this equation, the mutual information between expressions of TFs is represented by  $\{x_i\}$ , and the expression of the target module is represented by  $\{y_i\}$  (Margolin et al., 2006). Function  $f(x_i, y_i)$  represents the joint distribution of the two random variables, whereas functions  $f(x_i)$  and  $f(y_i)$  represent the marginal distributions of  $x_i$  and  $y_i$ , respectively.  $M$  is the number of time points. In the ARACNE algorithm, after calculating pairwise mutual information between all TFs and their targets. Data Processing Inequality (DPI) methods were applied to remove indirect interactions in the network (Margolin et al., 2006).

###### 1.1.2 Random Forest

Random Forest is a tree-based method, which takes into account non-linear relationships between a transcription factor and gene modules (Huynh-Thu et al., 2010). We applied the GENIE3 package, which implemented Random Forest learning method. The goal of this method is to minimize the prediction error in the following equation:

$$Loss = \sum_i (y_i - f(x_{ij}))^2$$

In this equation,  $x_{ij}$  and  $y_i$  represent expression of TF and target modules, respectively. The subscript  $j$  represents all the regulators of a target module. Random Forest algorithm was used to generate 1000 trees for each module to learn the function  $f(x_{ij})$  such that the Loss function shown above is minimized (Huynh-Thu et al., 2010). The function  $f(x_{ij})$  that minimizes the Loss function represents the best solution that predicts gene expression from regulatory genes.

### 1.1.3 LARS

LARS is a regression-based method with model selection that selects best predictors from a large number of candidate regulators (Hauray et al., 2012). LARS uses linear model to represent gene regulatory network with the following equation:

$$y_i = \sum_j \beta_j x_{ij} + \varepsilon$$

The  $x_{ij}$  and  $y_i$  are the same as in the Random Forest method. The coefficient  $\beta_j$  represents the regression coefficient of each regulator and the  $\varepsilon$  is an error term. LARS uses a forward, stepwise method to find regulatory TFs that have the strongest effects on the expression pattern of target modules.

### 1.1.4 Partial correlation

The partial correlation method is related to correlation but utilizes a robust estimation method for covariance matrix with small sample sizes (Schafer and Strimmer, 2005a). The partial correlation between a TF ( $x_i$ ) and a target module ( $y_i$ ) is calculated as:

$$PCOR_{ij} = -\frac{\omega_{ij}}{\sqrt{\omega_{ii} * \omega_{jj}}}$$

where  $\omega_{ij}$  are the entries of the inversion of the correlation coefficient matrix.

### 1.1.5 CLR method

The CLR method is also based on mutual information; however, CLR incorporates a reweighted Z-score, which takes into account the variable distribution of mutual information between different regulators and gene modules based on the following equation:

$$f(Z_i, Z_j) = \sqrt{Z_i^2 + Z_j^2}$$

In this equation,  $Z_i$  is the Z-score of the mutual information between gene  $i$  and all other genes  $j(M_{ij})$ . Similarly,  $Z_j$  is the Z-score of the mutual information between gene  $j$  and all other genes  $i$ . Intuitively, for a matrix of mutual information ( $M_{ij}$ ),  $Z_i$  is the Z-score for each row whereas  $Z_j$  is the Z-score for each column.

## 1.2 Network inference validation

To compare the inferred regulatory interactions between soybean and Arabidopsis, we downloaded three recently published genome-scale regulatory networks from Arabidopsis and merged these data sets (Sparks et al., 2016; Taylor-Teeple et al., 2015; Jin et al., 2015). This merged data set includes 2914 regulatory interactions between 578 regulators and 717 targets. Annotated protein-coding gene sequences for Arabidopsis and soybean were downloaded from TAIR<sup>1</sup> and SoyBase<sup>1</sup>, respectively. NCBI BLAST was applied to map each soybean gene to its homologous genes (E-value < 1e-5) in the Arabidopsis proteome. For each TF-module interaction predicted by our methods, we first expanded the TF-module interaction to TF-gene interactions by creating a list of TF-gene interactions between each TF and all genes in the target module. We then searched the

---

<sup>1</sup> <http://www.arabidopsis.org/>

Arabidopsis interaction network to identify interaction pairs where both TF and the target gene have conserved Arabidopsis homologs in the interaction network database. The predicted interactions and the supporting interaction pairs from the Arabidopsis gene regulatory network database are provided as **Supplementary Table 7**.

To further validate the regulatory interactions, we performed motif search using MEME suite (Bailey et al., 2009). Promoter regions of genes in each module were selected as 1000 bps upstream of transcription start sites of each gene (Liu et al., 2014). All promoter regions were subjected to a motif search using the MEME program with default parameters, except for the width of the motifs, which were set to be between 6 and 12 nucleotides. To define statistically significant enriched motifs, each motif is used to scan promoter regions for all genes used in the clustering analysis using FIMO program. Motif enrichment is tested using Fisher's exact test and the resulting p values are adjusted using the BH method<sup>2</sup>. For all the enriched motifs, we compared these motifs to a recently published large-scale TF binding specificity data set (DAP-seq) (O'Malley et al., 2016) using the TOMTOM program. Significantly similar motifs were selected with p value < 0.01.

### 1.3 Statistical analysis of inference network connections and community-based re-ranking

To estimate the statistical significance of inferred regulatory interactions, we generated expression matrices from the original data and estimated the null distribution of edge weights from permuted data. For example, in the CLR method, CLR calculated a CLR score for each putative regulatory edge in the network. We generated 1,000 permuted expression matrices, and for each permutation, we randomly selected 10,000 interactions and calculated the median of corresponding CLR scores for each network inference method. The 10,000 CLR scores were used to approximate the null distribution of the CLR score and this null distribution was fitted to a Gaussian distribution. For the CLR scores calculated from the original expression data, p-values were estimated using the null distribution. BH method was used to generate FDR adjusted p-value for each edge. Significant edges were selected with FDR adjusted p-value < 0.01. We only compute edge weights from transcription factors to gene modules, because transcription factors are potential regulators whereas gene modules are groups of genes that are potential targets of one or few transcription factors. This method was applied to CLR, ARACNE, PCOR, and Random Forest methods. For the LARS method, although a p-value or FDR was not provided for selecting significant regulations, it provides the ranks of the top 20 regulators. Other putative regulators are regarded as insignificant and are not included in the analysis. We use the rank from LARS method for downstream analysis.

DREAM challenge suggested that a “community-based” approach outperforms individual methods in bench marking experiments. To implement this method, average ranks from each method were used as the final rank of predicted interactions in the inferred network. We implemented this method through two steps: first, statistically significant interactions were selected, and second, ranks for the predicted interactions were averaged as the score for each interaction. In the case where only four out of five methods can predict certain interactions, the method that cannot predict the interaction will be assigned with a minimum rank. We found 46 edges supported by five methods and 341 edges supported by four out of five methods. The inferred network is analyzed to identify edges that start from significantly changed transcription factors. The edges were categorized into five groups: 1) TFs are significantly changed in all four genotypes; 2) TFs are significantly changed only

---

<sup>2</sup> <http://www.jstor.org/stable/2346101>

in non-mutants (3MWT and 1MWT); 3) TFs are significantly changed only in mutants (*3mlpa* and *1mlpa*); 4) TFs are not significantly changed in any genotype, but changed when comparing between genotypes (3MWT vs. *3mlpa* or 1MWT vs. *1mlpa*); and 5) other types of changes.

## 2 Supplementary Figures and Tables

### 2.1 Supplementary Figures

**Supplementary Figure 1. Types of comparisons performed in this analysis.** A) Stage-wise comparison between each pair of matched genotypes (1MWT vs. *1mlpa* and 3MWT vs. *3mlpa*). B) Comparison between adjacent developmental stages for each genotype. S1 through S5 indicate five different developmental stages.

**Supplementary Figure 2. Number of differentially expressed genes in each of the comparisons.**

**Supplementary Figure 3. BIC and number of clusters.**

**Supplementary Figure 4. Predicted regulatory networks.** Grey edges are predicted by 4 methods and red edges are predicted by 5 edges. Orange squares are gene modules. Blue circles are transcription factors. All interactions shown in this figure are provided in supplementary table 4.

### 2.2 Supplementary Tables

**Supplementary Table 1.** Log2 fold change for differentially expressed genes for stage wise comparisons.

**Supplementary Table 2.** Log2 fold change for differentially expressed genes for between stage comparisons.

**Supplementary Table 3.** Log2 fold change for differentially expressed genes with specific function.

**Supplementary Table 4.** Gene Ontology Enrichment Analysis, only included GO terms with  $p \text{ adj} < 0.05$ .

**Supplementary Table 5.** Predicted regulatory interactions.

**Supplementary Table 6.** Predicted regulatory interactions supported by 4 or 5 methods.

**Supplementary Table 7.** Comparing predicted regulation in soybean and known interactions in *Arabidopsis*.

**Supplementary Table 8.** Comparing motifs found in co-regulated gene modules with known *Arabidopsis* motifs.

How the deposited data were processed for this re-analysis (not part of the article)

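RNA of developing soybean seeds was measured in 60 libraries, 3 for each of 4 lines (3mlpa, 3MWT, 1mlpa and 1MWT) at each of 5 stages of seed length, S1 to S5. Lines, stages and replicate numbers were taken from the sample labels. Plants were grown in chambers with 14 h of light, and the labels give 3mlpa and 3MWT as re-analysed from an earlier study, so the pair of lines and the sequencing effort cannot be separated.

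The deposited counts are whole numbers of reads per gene, which the authors made by aligning single-end reads of 100 bases to the Williams 82 assembly with STAR 2.4.2 and counting with featureCounts 1.4.6. The deposited RPKM values were made by the authors from the same counts, and in all 60 libraries, for 16788 genes with at least 100 counts in every library, they equal the count divided by gene length and by the total count (largest deviation of the implied length 0.008%). The deposited log2 fold changes were made by the authors with DESeq2 1.8.2 in R 3.2.4 from these counts and are set to 0 where a gene missed an adjusted p of 0.01 or an absolute log2 fold change of 1. Their values between stages carry the sign of the earlier over the later stage, the reverse of the column headings, and only their calls were compared. Each p-value of the enrichment table was made by the authors from the gene numbers of a term and a module. Each rank score of the network table was made by the authors with 5 inference methods over modules and transcription factors.

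Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. One quasi-likelihood fit with 1 mean for each of 20 groups was made over the 60 libraries after TMM normalization and filterByExpr, which left 40517 of 56044 genes, with 40 residual and 4.61 prior degrees of freedom. There were 10 comparisons of a mutant with its non-mutant and 16 of adjacent stages, and the Benjamini-Hochberg adjustment was made over all tested genes of each comparison. A gene was called at an adjusted p under 0.01 and an absolute log2 fold change above 1. Differences of the line effects between the pairs, and of the first stage step between mutant and non-mutant, were tested as interactions in the same fit. Levels are TMM-normalized CPM.

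Gene lists were tested with camera at a preset correlation of 0.01 between genes and an adjusted p under 0.05, over 17 lists and 442 list and comparison tests, against 12949 tested genes that have an annotation, and again with an estimated correlation. The lists were written from Arabidopsis gene names or annotation words: seed storage proteins, oil body proteins, late embryogenesis abundant proteins, protease inhibitors, histones and the core cell cycle, nuclear light harvesting and photosystem genes, homologs of chloroplast and of mitochondrial genes, wound, touch and jasmonate response, circadian clock, seed coat flavonoids and mucilage, endosperm, embryo maturation regulators, phosphate starvation, heat shock proteins, starch synthesis and fatty acid synthesis. Lists by annotation words leave out genes whose best match is encoded in an organelle, a change made after seeing the data. Nearly all genes with an annotation were called by the authors (13166 genes carry one, and the authors called 12998 in all). The paper's lists of phytic acid enzymes, transporters, abscisic acid and auxin genes, network transcription factors and Table 1 genes were chosen by the study on these samples. List members were counted as called over all genes and, beside that, after adjustment over the list alone.

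Genes named in the text are those the paper names, the 3 mutated genes, the 5 genes up and 5 down with the largest change in each line comparison and first stage step among called, annotated genes with an average log2 CPM over 1 and groups that do not overlap, up to 4 members of each list with the smallest adjusted p in the comparison discussed, and, among genes called at all 5 stages, the 10 with the smallest largest p. The values of many had been seen in the paper's tables. A gene outside this rule is marked as named after its values were seen.

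Called genes were clustered by K-means (scikit-learn 1.9.0, 60 clusters, 25 starts) on the log2 mean RPKM per group with a pseudocount of 1, and each gene was scaled to its own mean and SD. A cluster was classed as early when its highest mean was at S1 or S2 in all 4 lines, as middle at S3 or S4 and as late at S5, and was otherwise in no class. Profiles of lines were compared by Pearson r over the 5 stages. Enrichment was computed again by one-sided Fisher's exact tests with scipy 1.17.1. The network was not inferred again, and the comparison with Arabidopsis networks and promoter motifs was left out because no file holds its input. Gene models named by RefSeq identifiers could not be joined and were left out. Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used.

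Total counts per library had a median of 25314824 and ranged from 17359192 to 42800413. On data simulated from the fit with 3 libraries per group, 94% of 50 genes raised 3-fold and 97% of 100 genes changed 6-fold were called. Genes lowered 3-fold were left out of the first share. Of 200 genes with a difference between the pairs 81.5% were called. All changes were placed in genes above a minimum mean count, and no structure among libraries beyond the fitted dispersion was simulated. The shares therefore do not hold for weak genes or for counts that move with single libraries. With stages simulated as unchanged, no gene was called by edgeR in any step of a line, and 1905 had an unadjusted p under 0.05 from S1 to S2.

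The comparisons, tests, thresholds and the rule for named genes, and the following alternatives, were set before the data were examined: DESeq2 1.42.0 with and without its fold change prior, DESeq2 size factors in edgeR, no low-count filter, only the libraries of the comparison, the replicate number as a block, each replicate left out in turn, a pseudocount of 0.1, genes with an RPKM of at least 1, TMM-normalized CPM in place of RPKM, another seed, a two-sided Fisher test, and for lists an estimated correlation. After seeing the data 3 alternatives were added: leaving out the 3 libraries whose column name carries a suffix, a clock index as a term, and wider stage classes of the clusters (late at S4 or S5, middle from S2 to S4, so that a cluster can be in both). The clock index and the stage axis were also chosen after seeing the data. The clock index is the mean of 15 morning genes minus the mean of 9 evening genes, and a place on a stage axis was computed from 500 genes in each direction. With 3 libraries against 3 there are only 10 splits, too few to be decisive. For interactions the splits also broke up the line effect within each pair, so they did not decide on the difference between the pairs.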

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

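The tests of the mips1 mutation, of organelle carry-over, of chloroplast number and of exchanged names were chosen after their results were seen. Groups of 3 libraries were not tested for a library far from the others.

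Differences of the line effects between the pairs were called for 2627 genes at S1, 2212 at S2, 1555 at S3, 920 at S4 and 534 at S5 by an interaction test. With the compared libraries alone, the real and the highest other counts of splits were 1736 and 249 at S1, 1395 and 529 at S2. They were 445 and 130 at S3 and 1177 and 268 at S4. There 1 of 100 or 1 of 25 splits, the real one, was as large. At S5 4 of 25 were (138 and 204), so chance is not excluded. The splits exchange mutant and non-mutant within each pair, so they also break up the line effect inside a pair. They therefore cannot decide at any stage whether the pairs differ by chance. Single libraries moved the counts by more than 1.5 times at S2 (1255 without 1mlpa S2 replicate 3, 1191 without 1MWT S2 replicate 1, 3541 without 1MWT S2 replicate 3), S3 (945 without 3mlpa S3 replicate 2, 909 without 3MWT S3 replicate 3, 1015 without 1mlpa S3 replicate 1, 853 without 1mlpa S3 replicate 2, 975 without 1MWT S3 replicate 1), S4 (610 without 3mlpa S4 replicate 1, 583 without 3MWT S4 replicate 3, 577 without 1mlpa S4 replicate 2, 608 without 1MWT S4 replicate 1) and S5 (341 without 3MWT S5 replicate 1, 274 without 1mlpa S5 replicate 2, 307 without 1MWT S5 replicate 3). A different first step was called for 1 gene of the 3mlpa pair and for 0 of the 1mlpa pair by edgeR (unadjusted p under 0.05 for 4749 and 4122 genes, DESeq2 with its prior 68 and 3), and the libraries of the step alone gave 0 in both pairs (highest other 0), so all 50 of 50 splits tie and say nothing on chance. The gene of the 3mlpa pair is Glyma.15G088600, an AGAMOUS-like gene. Without 1 library the first-step count of the 3mlpa pair was 8 without 3mlpa S1 replicate 3, 3 without 3mlpa S2 replicate 1, 471 without 3MWT S1 replicate 2, 3 without 3MWT S2 replicate 1, 2 without 3MWT S2 replicate 3, and that of the 1mlpa pair 12 without 1MWT S1 replicate 1, 116 without 1MWT S2 replicate 3.

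At S1 the effect on wound, touch and jasmonate genes differed between the pairs, with 51 of 66 called higher in the interaction and a median difference of 4.01. The list holds almost only genes the authors called on these samples, so its count is not independent evidence. The MIPS1 mutation that both mutants carry would move both pairs one way, and the medians were -1.65 in 1mlpa and 2.46 in 3mlpa, which argues against it as the whole cause if the names of 1mlpa and 1MWT in the counts are right (see the order of these lines below). Younger 1MWT seeds within S1 would lie lower on the first stage axis, and 1MWT lay 0.23 above 1mlpa while 3mlpa lay at -0.05 against 3MWT, which argues against that under the same condition. Time of day cannot be told apart, since the clock index differed by 0.8 (standard error 0.72) in 1mlpa minus 1MWT and by 0.59 (0.08) in 3mlpa minus 3MWT, and the 1MWT libraries are spread too widely to decide. The parents of the lines and the handling of seeds at harvest stay open, as untested.

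Homologs of organelle-encoded genes, which the paper does not discuss as such, were lower in 3mlpa than in 3MWT, with medians of -5.34 at S4 and -5.03 at S5 for chloroplast and -3.94 and -3.51 for mitochondrial homologs. More chloroplasts or photosynthesis in 3MWT was taken to move the nuclear genes strongly too, a premise set after the values were seen. The nuclear medians were -0.46 and -0.76. They argue against that reading only if nuclear and organelle transcripts move together, which was not tested. Organelle RNA without poly(A) tails, or organelle DNA left by the DNase digestion that the methods state, carried into the libraries, would raise both kinds of homologs together, and the mitochondrial median of -3.94 at S4 runs with that. Reads shared between copies of organelle sequence in the genome, and a difference between the lines, stay open, as untested.

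The paper gives 1MWT, and the counts give 1mlpa, the larger number of changes from S1 to S2. In the network table, the flags under the name 1mlpa match the deposited calls of 1MWT for 54 of 54 regulators and those of 1mlpa for 37, so an exchange of the names in the flags runs with the data. An exchange of the libraries before counting cannot be told apart, since only 2 genes near MIPS1 differed in both pairs, of which 1 had the same direction, too few to decide. If the libraries had been exchanged, the wound genes would have had one sign in both mutants. No biological explanation was tested.

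Clock genes, which the paper does not analyse, split libraries of 1 group. The clock index of single libraries ran from 0.1 to 2.25 in 1MWT at S1, 0.1 to 2.08 at S2, 0.07 to 1.92 at S3 and 0.45 to 1.51 at S5, and from -0.07 to 1.77 in 1mlpa at S3. The spread was not tested against other groups.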

How the results depend on the processing

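The settings without the 3 libraries with a suffix, with the clock index as a term and with wider stage classes were chosen after seeing the data. In the numbers of genes that follow, S1-S2 stands for the step from S1 to S2 of a line, and a line with 1 stage for that mutant against its non-mutant. Of 443 values of genes named in the text none was counted as reversed. Small values that were not called could still change sign, as for INT4 in 1mlpa against 1MWT at S5 (0.13, and -0.09 without replicate 1). Of the 443, 441 kept their side of the threshold with DESeq2 size factors, 437 with no low-count filter, 431 with the replicate block, 423 and 429 by DESeq2 with and without its prior, 406 without the 3 libraries, 418 with the clock index and 288, 246 and 309 without replicate 1, 2 and 3, while 176 lost their call without at least 1 single library of their comparison. Counts stayed within 1.5 times with DESeq2 size factors (45 of 46 results, except first step 3mlpa 2), no low-count filter (45 of 46, except 1mlpa S2-S3 27) and the replicate block (44 of 46, except 1mlpa S4 55, 1MWT S2-S3 0), though same-numbered replicates do not pair (all 3 correlations over 0.1 in 3 of 26 comparisons). They moved with DESeq2 with fold change prior (1mlpa S1 239, 1mlpa S2 13, 1mlpa S3 22, 1mlpa S4 139, 1mlpa S5 3, 3MWT S4-S5 230, 1mlpa S2-S3 161, 1MWT S2-S3 30, interaction S5 881, first step 3mlpa 68, first step 1mlpa 3, all 4 steps of 3mlpa 2, regulators in a mutant alone 14) and without it (1mlpa S1 254, 1mlpa S2 16, 1mlpa S3 25, 1mlpa S4 143, 1mlpa S5 8, 3MWT S4-S5 239, 1mlpa S2-S3 175, 1MWT S2-S3 20, interaction S5 851, first step 3mlpa 75, first step 1mlpa 12, all 4 steps of 3mlpa 2). With only the libraries of the comparison, which leaves 4 residual degrees of freedom, they were 3mlpa S1 465, 3mlpa S3 497, 3mlpa S4 386, 3mlpa S5 492, 1mlpa S1 19, 1mlpa S3 0, 1mlpa S4 507, 3mlpa S2-S3 408, 3mlpa S3-S4 0, 3mlpa S4-S5 0, 3MWT S1-S2 516, 3MWT S3-S4 774, 1mlpa S2-S3 0, 1mlpa S3-S4 919, 1MWT S1-S2 0, 1MWT S2-S3 0, 1MWT S3-S4 2056, called at all 5 stages 59, all 4 steps of 3mlpa 0, all 4 lines 322. Without the 3 libraries with a suffix they were 1mlpa S1 206, 1mlpa S2 583, 1mlpa S3 3, 1mlpa S2-S3 22, 1MWT S1-S2 5, 1MWT S2-S3 366, interaction S2 4845, first step 3mlpa 21, first step 1mlpa 203, all 4 steps of 3mlpa 3, and with the clock index as a term 1mlpa S1 13, 1mlpa S2 2, 1mlpa S4-S5 746, 1MWT S2-S3 9, first step 1mlpa 2. Without 1 library each the ranges were 3mlpa S1 1603 to 2894, 3mlpa S2 1129 to 1505, 3mlpa S3 987 to 2601, 3mlpa S5 1029 to 1875, 1mlpa S1 0 to 382, 1mlpa S2 0 to 134, 1mlpa S3 0 to 100, 1mlpa S4 0 to 70, 3mlpa S1-S2 1113 to 1656, 3mlpa S2-S3 859 to 1991, 3mlpa S3-S4 67 to 720, 3mlpa S4-S5 264 to 2321, 3MWT S2-S3 328 to 1503, 3MWT S3-S4 91 to 542, 3MWT S4-S5 37 to 164, 1mlpa S2-S3 0 to 204, 1mlpa S3-S4 1022 to 2687, 1mlpa S4-S5 736 to 1704, 1MWT S1-S2 6 to 1419, 1MWT S2-S3 0 to 669, 1MWT S3-S4 399 to 918, 1MWT S4-S5 1836 to 3539, interaction S2 1191 to 3541, interaction S3 853 to 2113, interaction S4 577 to 1327, interaction S5 274 to 745, first step 3mlpa 1 to 471, first step 1mlpa 0 to 116. Without replicate 1, 2 or 3 of every group they were 99 to 180 for genes called at all 5 stages, 0 for all 4 steps of 3mlpa, 126 to 664 for all 4 lines, 7899 to 9329 for any comparison, 14 to 15 for phytic acid enzymes, 90 to 109 for transporters, 6 to 9 for abscisic acid and 28 to 42 for auxin genes, and for regulators 0 to 4 in all 4 lines, 2 to 11 in a mutant alone, 1 to 9 in a non-mutant alone and 10 to 12 in no line but 3mlpa against 3MWT. Of 442 list tests 157 passed, and 1 with an estimated correlation. With TMM-normalized CPM in place of RPKM, 44.9%, 10.4%, 11.4% and 26.2% of the genes were highest at S1, S2, S4 and S5, the median r of 3mlpa and 3MWT was 0.895, 12 clusters were highest late and 7 in 3mlpa at S1. With wider stage classes 12 clusters were late, 17 middle and 7 in no class. With an RPKM of at least 1 that r was 0.927. Without replicates the shares were 15.4% to 18.0% at S2, 8.4% to 9.5% at S4 and 35.6% to 41.1% for one stage in all lines, and the r were 0.89 to 0.899 in the 3mlpa and 0.906 to 0.938 in the 1mlpa pair. A pseudocount of 0.1 (14 of 14 results), another seed (5 of 5) and a two-sided Fisher test (1 of 1) moved nothing. Leaving out libraries takes degrees of freedom, but counts both fell and rose, so the cause was not tested, nor was it for the other settings. Median totals were 26862348, 24800772, 26068829, 24374090 counts in 3mlpa, 3MWT, 1mlpa and 1MWT. At S5 the 10 most abundant genes take up to 32.9% of the counts, which leaves fewer for weak genes.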

Differences from the paper's values

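The comparisons below use the paper's thresholds, and all alternatives named were set before the data were examined, apart from the exchange of names and the wider stage classes. The paper states 2 genes called in all 4 adjacent steps of 3mlpa, and 1 was found. DESeq2 with and without its fold change prior both give 2, and DESeq2 size factors, no low-count filter and the replicate block give 1, while the libraries of each step alone and leaving out replicate 1, 2 or 3 give 0.

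The paper sorts its clusters by a heat map without stating limits. Here late means highest at S5 and middle highest at S3 or S4, each in all 4 lines. The paper states 11 late clusters, and 6 were found. TMM-normalized CPM in place of RPKM gives 12, which does not differ by the 1.5-fold rule, while a pseudocount of 0.1 gives 7, an RPKM of at least 1 gives 6, another seed 6 and leaving out replicate 1, 2 or 3 gives 7, 7 and 4. The paper states 12 clusters highest in the middle, and 7 were found, with 5 for a pseudocount of 0.1, 6 for an RPKM of at least 1, 6 for TMM-normalized CPM, 6 for another seed and 6, 6 and 5 without replicate 1, 2 or 3, all of which differ. With late as S4 or S5 and middle as S2 to S4, limits chosen after seeing the values, there are 12 and 17, which do not differ, so the numbers depend on where the classes end.

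The paper states 10 network transcription factors that change between stages in non-mutants and no mutant, and 3 were found. Leaving out replicate 2 gives 9, which does not differ, while leaving out replicate 1 or 3 gives 1 and 3, DESeq2 with and without its prior 3 and 4, DESeq2 size factors 3, no low-count filter 4 and the replicate block 3. With the names of 1mlpa and 1MWT exchanged, chosen after seeing the values, there are 11, and 3 of the 10 factors the authors mark in green are outside it.

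In Table 1 the paper gives log2 fold changes in 3mlpa against 3MWT at S1 of 2.67451 for MPK3 (Glyma.12G073000), 2.96832 for Glyma.07G023300 and 4.14408 for TCH4 (Glyma.13G094900), where 3.56, 3.94 and 5.29 were found. DESeq2 with its fold change prior gives 2.67, 2.95 and 4.13, which do not differ. For Glyma.12G073000, leaving out replicate 1 (2.88) or 2 (3.52) does not differ either. For Glyma.12G073000, Glyma.07G023300 and Glyma.13G094900 the values are 3.56, 3.99 and 5.30 by DESeq2 without its prior, 3.57, 3.95 and 5.30 with DESeq2 size factors, 3.56, 3.94 and 5.30 with no low-count filter and 3.55, 3.92 and 5.30 with the replicate block. Leaving out replicate 3 gives 4.12 for Glyma.12G073000, and leaving out replicate 1, 2 or 3 gives 3.81, 4.00 and 3.99 for Glyma.07G023300 and 5.05, 5.35 and 5.45 for Glyma.13G094900, all of which differ. The other values of Table 1 lie within a standard error.

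The paper names 1MWT and 3MWT as the lines with the most changes from S1 to S2. By the labels of the counts these are 3MWT (3740) and 1mlpa (3467), ahead of 3mlpa (1856) and 1MWT (706), and the authors' deposited calls, at 3846, 3596, 1911 and 862, have the same order. The deposited log2 fold changes between stages carry the sign of the earlier over the later stage, and all 21148 shared calls are opposite to their column names, while the 8541 and 146 shared calls between lines have the same direction.

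Of the 14 genes that Table 1 gives as changed in 1mlpa at S1, 4 were called, all with the sign of the paper. DESeq2 with its prior calls 13 and without it 12, and leaving out replicate 1, 2 or 3 gives 4, 0 and 0. Of the 11 it gives for 3mlpa, 11 were called, and 3, 4 and 9 without replicate 1, 2 or 3. The paper describes Glyma.09G218600 as lower in 1mlpa, where the value at S1 was -3.27 (adjusted p = 0.0205) and did not pass the test, though DESeq2 with and without its prior (adjusted p = 0.00404 and 0.00586) and leaving out replicate 1 (0.00612) call it. In 3mlpa it was higher, at 4.59 (adjusted p = 0.000143). The DOF factor Glyma.17G101000 is described as changed at S5 in 3mlpa, where it was 1.08 (adjusted p = 0.0105) and did not pass, and DESeq2 with and without its prior (0.00548 and 0.00566) and leaving out replicate 3 (0.00176) call it. It was called at S1 (1.04) and S3 (1.31). The inositol transporter gene INT4 (Glyma.09G011400) is described as higher in 1mlpa. Against 1MWT it ranged from -0.35 at S1 to 0.24 at S2 and passed at no stage under any of the settings run for it, and in 3mlpa it was higher at S1 (1.52) and S5 (1.24).

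The paper's green factors are those that change in non-mutants and not in mutants. Of 10, 10 were called in a mutant here. Its blue factors are those that change in a mutant alone, and 3 of 9 did here. With the names of 1mlpa and 1MWT exchanged, 7 of the 10 green and 6 of the 9 blue factors are of the paper's class.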

Other observations

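Glyma.11G238700, Glyma.11G245400, the clock index as a term and the stage axis were looked at only after seeing the data. Genes that differ between 3mlpa and 3MWT at all 5 stages lie close together in the numbering of the gene IDs. Of 235 such genes with a chromosome in their ID, 31.5% have another within 1000 in ID number, against at most 17.4% (median 8.5%) in 1000 random sets of tested genes. Chromosomes 13 (24), 03 (23), 06 (23), 04 (22) and 02 (17) hold the most, and 12 and 16 hold 1 each. Segments inherited from different parents by the 2 sister lines may explain this, and copies in tandem that change together would give it too and were not tested. In the regions of the mutated genes, 13.1% (MIPS1), 13.1% (MRP-L) and 14.3% (MRP-N) of the tested genes differed at 1 or more stages, against 13.2% elsewhere, and 0.32%, 1.28% (4 of 312) and 0.32% at all 5, against 0.58%. Glyma.11G238700, the gene numbered next to MIPS1, was lower over S2 to S5 in both pairs, with mean log2 fold changes of -1.32 in 3mlpa and -0.94 in 1mlpa. Near it Glyma.11G245400 differed in opposite directions, with -1.04 in 3mlpa and 0.64 in 1mlpa.

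Some clock genes were higher in 3mlpa than in 3MWT. Of 32 circadian clock genes, 5 and 0 were higher and lower in 3mlpa at S1, 0 and 1 at S2, 2 and 0 at S3, 5 and 0 at S4 and 5 and 1 at S5, with 1 lower in 1mlpa at S1. In the fit with the clock index as a term 941 of 40517 genes had an adjusted p under 0.01 for it.

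Of 20 phosphate starvation genes, 1 and 2, 1 and 1, 1 and 1, 0 and 1 and 0 and 3 were higher and lower in 3mlpa from S1 to S5, and of 71 heat shock protein genes 11 and 6, 5 and 1, 6 and 2, 2 and 2 and 8 and 3. Of 30 protease inhibitor genes 6 and 6 were higher and lower at S1, and of 3 endosperm genes 1 was higher at S3. Of 31 seed coat genes, 11, 7, 10 and 17 fell from S4 to S5 in 3mlpa, 3MWT, 1mlpa and 1MWT, and 2 were lower in 1mlpa at S4 (12 when adjusted over the list alone, median -0.75).

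On an axis from S1 to S5 the group means rose with stage in every line, with 1MWT at S2 the most spread (0.226 ± 0.171, SD of 3). Its replicate 1 lay at 0.086, and its replicate 3, at 0.417, lay above the libraries of 1MWT at S3 (0.384 to 0.414). Chloroplast homologs took 0.0227% to 0.166% of the counts in the 6 libraries of 3MWT at S4 and S5, with a median of 0.00533% and a highest of 0.0304% in the other 54. Among these others, 3MWT was already above 3mlpa at S2 (0.01701% to 0.03041% against 0.00494% to 0.00648%) and at S3 (0.01813% to 0.02865% against 0.00347% to 0.00389%). At S1 these lines overlapped, and a library of 1mlpa at S1 reached 0.02555%. Of the authors' 12998 genes called in any comparison, 11998 were called here, and of their 262 called at all 5 stages of 3mlpa 227 were.

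Splits of 3 libraries against 3 are too few for a share under 0.05. On the libraries of each comparison alone, with 4 residual degrees of freedom, the real count and the highest other count from S1 to S5 were 465 and 0, 2103 and 0, 497 and 0, 386 and 0, 492 and 0 in 3mlpa against 3MWT and 19 and 0, 0 and 53, 0 and 0, 507 and 0, 0 and 1 in 1mlpa against 1MWT. For adjacent steps in the same order they were 1806 and 0, 408 and 0, 0 and 1, 0 and 0 in 3mlpa, 516 and 0, 1090 and 0, 774 and 0, 141 and 0 in 3MWT, 3178 and 0, 0 and 0, 919 and 0, 1762 and 0 in 1mlpa and 0 and 20, 0 and 27, 2056 and 0, 2610 and 0 in 1MWT. For 1mlpa at S2 and the first 2 steps of 1MWT another split called many more genes than the real one, 53, 20 and 27 against 0, as a structure of these libraries other than their group would give, which was not tested. Where the real count was 0, all 10 of 10 splits gave as many, and elsewhere 1 of 10, the real one.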
